# A gibberellin-assisted study of the transcriptional and hormonal changes occurring at floral transition in peach buds (*Prunus persica* L. Batsch)

**DOI:** 10.1186/s12870-024-05360-6

**Published:** 2024-07-08

**Authors:** Francesco Girardi, Monica Canton, Francesca Populin, Verónica Tijero, Giorgia Bettio, Sergi Munné-Bosch, Angela Rasori, Valerio Cardillo, Guglielmo Costa, Alessandro Botton

**Keywords:** Thinning, Floral transition, Peach buds, Gene expression, Gibberellins

## Abstract

**Background:**

Flower load in peach is an important determinant of final fruit quality and is subjected to cost-effective agronomical practices, such as the thinning, to finely balance the sink-source relationships within the tree and drive the optimal amount of assimilates to the fruits. Floral transition in peach buds occurs as a result of the integration of specific environmental signals, such as light and temperature, into the endogenous pathways that induce the meristem to pass from vegetative to reproductive growth. The cross talk and integration of the different players, such as the genes and the hormones, are still partially unknown. In the present research, transcriptomics and hormone profiling were applied on bud samples at different developmental stages. A gibberellin treatment was used as a tool to identify the different phases of floral transition and characterize the bud sensitivity to gibberellins in terms of inhibition of floral transition.

**Results:**

Treatments with gibberellins showed different efficacies and pointed out a timeframe of maximum inhibition of floral transition in peach buds. Contextually, *APETALA1* gene expression was shown to be a reliable marker of gibberellin efficacy in controlling this process. RNA-Seq transcriptomic analyses allowed to identify specific genes dealing with ROS, cell cycle, T6P, floral induction control and other processes, which are correlated with the bud sensitivity to gibberellins and possibly involved in bud development during its transition to the reproductive stage. Transcriptomic data integrated with the quantification of the main bioactive hormones in the bud allowed to identify the main hormonal regulators of floral transition in peach, with a pivotal role played by endogenous gibberellins and cytokinins.

**Conclusions:**

The peach bud undergoes different levels of receptivity to gibberellin inhibition. The stage with maximum responsiveness corresponded to a transcriptional and hormonal crossroad, involving both flowering inhibitors and inductors. Endogenous gibberellin levels increased only at the latest developmental stage, when floral transition was already partially achieved, and the bud was less sensitive to exogenous treatments. A physiological model summarizes the main findings and suggests new research ideas to improve our knowledge about floral transition in peach.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-05360-6.

## Background

Flowering is generally divided into two major steps: (i) the initiation of flower primordia (i.e., floral initiation) as a results of floral induction occurring mainly in leaves, which causes the transition of the meristems from vegetative to reproductive state, and (ii) the differentiation and development of mature flowers that undergo anthesis [1]. Floral initiation occurs with no visible external indications and includes all the developmental stages necessary for the irreversible commitment by the meristem to produce flowers [2]. Its control is not restricted to the developing meristem but may involve signals coming from other organs and from the external environment, such as ambient temperature [3, 4] and photoperiodic signals [5].

After floral induction initiates, the process may be quantitatively affected by correlative inhibitions and stress factors [6]. Floral induction occurs when an inductive environmental stimulus (i.e., photoperiod, low/high temperatures, etc.) is perceived and transduced into signals by endogenous integrators, which finally lead the meristem to pass from the vegetative to the reproductive phase, in which a series of changes take place in bud tissues [7]. Endogenous and environmental cues are often relayed and modulated by different hormones, thus conferring further developmental flexibility to the floral process under varying conditions [8]. The relative importance and the type of interactions between the regulatory factors and floral induction may substantially differ among the species, pointing out discrepancies especially between annual and perennial plants [9].

In *Prunus* species, different genes and proteins complexes have been linked to the regulation of flowering [10–13], even if this process is not completely understood. Canonical floral initiation genes, such as *FLOWERING LOCUS T* (*FT*), *CONSTANS* (*CO*), *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*), and *TERMINAL FLOWER 1* (*TFL1*), have been identified and partially characterized in fruit trees [14–19].

Phytohormones, such as gibberellins (GAs) and cytokinins (CKs), may significantly affect floral transition in fruit trees, with the former generally showing an inhibitory role, in contrast to the commonly described stimulatory action played in annual species [20–22]. In apple and cherry, exogenous GA applications prevented floral initiation, while GA inhibitors and high CKs/GAs ratios promoted it [21–23]. Since the 60s, it was demonstrated that applications of gibberellin A3 (GA_3_) from full bloom up to early summer can reduce the number of flower buds and fruit load in *Prunus* species [22, 24–29].

In peach orchards, thinning is indispensable and usually performed by hand. However, hand thinning is an expensive, labour-intensive practice, and the skilled workforce needed to perform this operation is increasingly difficult to find [30, 31]. The purpose of flower/fruitlet thinning in fruit trees is dual: (i) to reduce fruit load, improve sink-source balance and decrease competition among fruits, thus obtaining bigger fruits with improved fruit-quality parameters at harvest, and (ii) to avoid biennial bearing by removing the source of floral induction inhibition (i.e., the fruits), especially in terms of inhibitory signals, such as the GAs [32, 33].

A very detailed review recently published by Costa and Botton [34] showed an exhaustive view of thinning in peach. In this crop, fruit thinning is generally less effective than flower thinning, especially for early ripening cultivars in which the fruit developmental cycle is shorter and thus the time to take advantage of the reduction of fruit load is not sufficient to achieve the same results as with early flower removal. Therefore, the best solution in peach would be to start from an optimal number of flowers, which allows to obtain high-quality fruits without inhibiting floral transition. Besides supporting breeding programs aimed at selecting new “self-thinning” genotypes, such as for apple [35], it is fundamental also in peach to understand the factors controlling flower induction, initiation, and differentiation.

In order to shed light on how bud sensitivity to endogenous signals changes during its transition to the reproductive phase, i.e. when morphological changes associated with the floral state are not visible yet, the physiological background of untreated buds was characterized by means of a transcriptomic time-course analysis accompanied by hormone profiling. Moreover, a GA_4/7_-based product was concurrently applied at the same timepoints to inhibit floral transition and identify the most sensitive stages. A physiological model was proposed to describe these important bud developmental phases as related to the return bloom measured in the following season.

## Methods

### Trial design and sample collection

The main field trial has been carried out in 2019 on the flat-nectarine cultivar Platinet 1 (*Prunus persica* var. *platycarpa*). This cultivar is harvested approximately 22 days before the reference cultivar Redhaven. The experiment was conducted at Vivai Zanzi’s farm in Ferrara, Italy (44°46’56.355”, 11°39’55.419”). An appropriate number of homogeneous trees with a suitable fruit load, all protected by anti-hail nets, were selected and marked among 40 trees in total to build a single block experiment with five trees per block. Blocks, including an untreated control (UTC), were separated by two untreated trees to avoid drift effects. The commercial formulation Sevengib (10 g/L GA_4/7_ with a prevalent content of GA_7_; Fine Agrochemicals Ltd, Whittington, Worcester, UK) was sprayed at 100 mg/L by using a shoulder sprayer until run-off, at 45 (T1), 51 (T2), 58 (T3), 65 (T4), and 79 (T5) days after full bloom (DAFB). Treatments timing was decided according to available preliminary data provided by the manufacturer of Sevengib, indicating the maximum sensitivity to the treatment at around 60 DAFB. Consistently, the experiment time-course was centered at 58 DAFB and implemented with two additional timepoints before (45 and 51 FAFB) and after (65 and 79 DAFB) the optimal application time. Before each spraying (Additional File 1), a suitable number of untreated shoots were collected in three biological replicates (about 10 shoots, 5 from each side of the row, per replicate, sampled from the intermediate portion of the canopy well-exposed to light) and the axillary buds from the apical and basal halves of the shoot excised separately (about 40–50 buds per type for each replicate), frozen in liquid nitrogen and stored at -80 °C for following RNA-Seq analyses and qPCR validation. Buds were sampled in the same way also at 115 DAFB, in this case from both GA-treated and UTC trees, to be used for qPCR to measure *APETALA1* gene expression, as described below. During winter, the trees were pruned according to standard practices.

### Return bloom measurements

In the following year (spring 2020), return bloom, i.e. the amount of functional flowers when the tree returns to bloom, was assessed in all the experimental blocks by means of photographic measurements carried out at full bloom. Pictures of each tree of all the blocks were taken from both sides of the row using a dark background and elaborated using ImageJ software to isolate the total area of the picture covered by the flowers and then compare the mean value of the five trees with the mean of UTC, resulting into a percentage with respect to the latter.

### RNA isolation, RNA-Seq analyses and qPCR

Total RNA was extracted from buds using Spectrum™ Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO, USA) following the manufacturer’s instructions. RNA concentration and quality was determined by measuring OD_260/230_ and OD_260/280_ ratios by means of a NanoDrop 2000c spectrophotometer (Thermo Scientific, Waltham, MA, USA).

RNA of untreated bud samples collected at T1, T3 and T5 was used for RNA-Seq analyses using an Illumina NextSeq 500 platform (Illumina, San Diego, CA, United States). These samples were chosen according to the efficacy of the treatments in terms of return bloom: T3 showed the maximum efficacy, while T1 and T5 were those more significantly different from T3. The whole RNA-Seq procedure was carried out following manufacturer’s instructions.

qPCR was carried out as described by Botton et al. [36] on both untreated and treated buds collected at 115 DAFB. Both the genes *TEF2* (*PRUPE_4G138900*) and *UBQ10* (*PRUPE_4G204900*) were used for normalization [37]. All the primers used in qPCR are listed in Table 1.

**Table 1:** Sequences of the primers used for qPCR gene expression analyses

Gene ID	Gene Name and abbreviation	Primer Name	Sequence (5’-3’)
*PRUPE_1G290600*	*APETALA1 (AP1)*	AP1_Fw	AGACCGCTCTTAAACAAATTCGATCA
		AP1_Rev	CCTTCTCCTTGATCTTCTTTGCCAA
*PRUPE_6G128400*	*CENTRORADIALIS-like (CEN)*	CEN_Fw	GTTATGACCGATCCAGATGTTCCCG
		CEN_Rev	GTGTTATCAGTTGTGCCTGGGA
*PRUPE_6G021200*	*Cyclin B1.2 (CYCB1.2)*	CYCB1.2_Fw	GAAGGCGGCAGTGGTAGTAG
		CYCB1.2_Rev	TAACTCCACCAGCCATAGCC
*PRUPE_4G269600*	*Cyclin B1.4 (CYCB1.4)*	CYCB1.4_Fw	GCTGGGATGGTGCCTAACAGT
		CYCB1.4_Rev	AGCCGCAGAATGAAAAGTGTGG
*PRUPE_6G364900*	*FLOWERING LOCUS T (FT)*	FT_Fw	CCCGCTTGTTGTTGGAAGAGTG
		FT_Rev	AGTCCTAAGATCATCCCCACCAG
*PRUPE_4G150200*	*Gibberellin 2-oxidase 6 (GAox6)*	GA2ox6_Fw	GGTTTTGACCAATGGGAGGTTCCA
		GA2ox6_Rev	GATTGCAGTGGAGCTATTTTCTCAC
*PRUPE_3G161500*	*Gibberellin-regulated family protein RSI-1 (RSI-1)*	RSI-1_Fw1	CTGCTTCTTCTACTCACATTCTCTGATG
		RSI-1_Rev1	ACGCCTGGAGGAACACATAGG
*PRUPE_4G204900*	*Polyubiquitin 10 (UBQ10)*	UBQ10_Fw	AAGGCTAAGATCCAAGACAAAGAG
		UBQ10_Rev	CCACGAAGACGAAGCACTAAG
*PRUPE_6G256300*	*Squamosa Promoter binding protein-like 9.1 (SPL9.1)*	SPL9.1_Fw	GGGTGTGAATTTGGCTCAGTC
		SPL9.1_Rev	CAAGACCAGCAACAATGACCATG
*PRUPE_7G074200*	*Squamosa Promoter binding protein-like 9.2 (SPL9.2)*	SPL9.2_Fw	GACCACGAGAACTGAGCGAGTA
		SPL9.2_Rev	CCAGGTATTCAAGTAGGCATTCATC
*PRUPE_7G112600*	*TERMINAL FLOWER1 (TFL1)*	TFL1_Fw	TGTTTCACCCCAACAACAAAAATGT
		TFL1_Rev	AAGGAGGGTTCACAGACTGC
*PRUPE_4G138900*	*Translation Elongation Factor 2 (TEF2)*	TEF2_Fw	GGTGTGACGATGAAGAGTGATG
		TEF2_Rev	TGAAGGAGAGGGAAGGTGAAAG
*PRUPE_5G176400*	*Trehalose Phosphate Synthase 9 (TPS9)*	TPS9_Fw	GCCTCTGATTCCCCTCGTACAAGT
		TPS9_Rev	GGACCAGTAAGCCACATCATGAG
*PRUPE_1G256200*	*Trehalose Phosphate Synthase 10 (TPS10)*	TPS10_Fw	AAGAAATTGTGGAGCCTGTGATGA
		TPS10_Rev	CAACCAATCCTTTGCTTACTCCC

### Bioinformatic analyses

Raw FASTQ files were uploaded to the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE247681. RNA-seq reads were quality-checked using FastQC (Brabaham Bioinformatics, Cambridge, United Kingdom). All the reads were mapped onto the newest version of the peach *P. persica* genome v.2.0.a1 [38]. The softwares Hisat2 [39] and Samtools [40] were adopted to index the genome, align the reads, and manage the different file formats, while HTSeq [41] was used to generate the counts according to gene models available in public GFF3 files. Read counts of each sample were merged into a count matrix for the following analyses. Differential gene expression analyses were performed with the Bioconductor package DESeq2 [42], while functional analyses were performed with a double approach, either on DEGs through enrichment analyses or using a wider procedure of pathway analysis with PGSEA algorithm [43]. To this aim, the iDEP bioinformatic platform v1.1 was used for a more integrated approach to data analysis [44].

Correlative network analysis was carried out with R software (https://www.r-project.org) through the package igraph v1.5.1 [45] based on Pearson’s pairwise correlations. Only genes (nodes) linked to hormones by correlations (edges) higher than 0.90 were kept in the graph. Prim’s algorithm [46] was used to convert the graph adjacency object into a minimum spanning tree. The network graph with a default layout based on the force-directed algorithm by Fruchterman and Reingold [47] was exported from R to the software Cytoscape v3.10.1 [48] for visualization, by using the package RCy3 v2.23.0 [49]. Within Cytoscape, nodes were colored according to their eccentricity with their size reflecting the mean expression level (only for genes), while edges’ color indicates the type of correlation (direct or inverse). Few aesthetic modifications (i.e. transparency of nodes and edges, bending of the edges connecting the subnetworks) were made manually for an optimized visualization.

### Hormone analyses

For phytohormones analyses, which was carried out only on untreated T1, T3 and T5 basal buds, 100 mg of lyophilized bud tissue sample was extracted as previously described in Botton et al. [36]. Abscisic acid (ABA), the auxin indole-3-acetic acid (IAA), jasmonic acid (JA) and its conjugate jasmonoyl-isoleucine (JA-Ile), salicylic acid (SA), the cytokinins *trans*-zeatin (tZ) and 2-isopentenyl adenine (2-iP), gibberellins A3, A4 and A7 (GA_3_, GA_4_ and GA_7_) were analyzed by UHPLC-ESI-MS/MS using the MRM (multiple reaction monitoring) mode for quantification as previously described [50]. Quantification was made by calculating recovery rates for each sample by using internal standards of deuterium-labeled compounds (OlChemIm Ltd., Olomouc, Czech Republic).

### Statistical analyses

Multiple comparison statistics were calculated within R Studio (Version 2023.06.0 + 421) with R version 4.2.3 as described by Botton et al. [36].

## Results

### *APETALA1* is a reliable quantitative indicator of flower initiation in peach buds

The efficacy of the different treatments was tested on both basal and apical buds sampled from all the experimental blocks (compared to the untreated control, UTC) at 115 DAFB, when floral initiation is supposed to be mostly accomplished according to microscopic analyses [51]. To this aim, the expression of *APETALA1* (*PpAP1*) gene (*PRUPE_1G290600*) was chosen as known marker of reproductive identity of the meristems [52–54], to assess if there is also a quantitative relationship between its expression levels and the return bloom assessed in the following spring.

In basal buds, *PpAP1* expression levels decreased from T1 to T3 and then increased again until T5 (Fig. 1A). Its maximum levels of transcripts were measured in the UTC buds. In apical buds, the expression pattern was almost similar to the basal ones, except for a markedly low transcript amount measured at T5 (Fig. 1B).

**Fig. 1:**
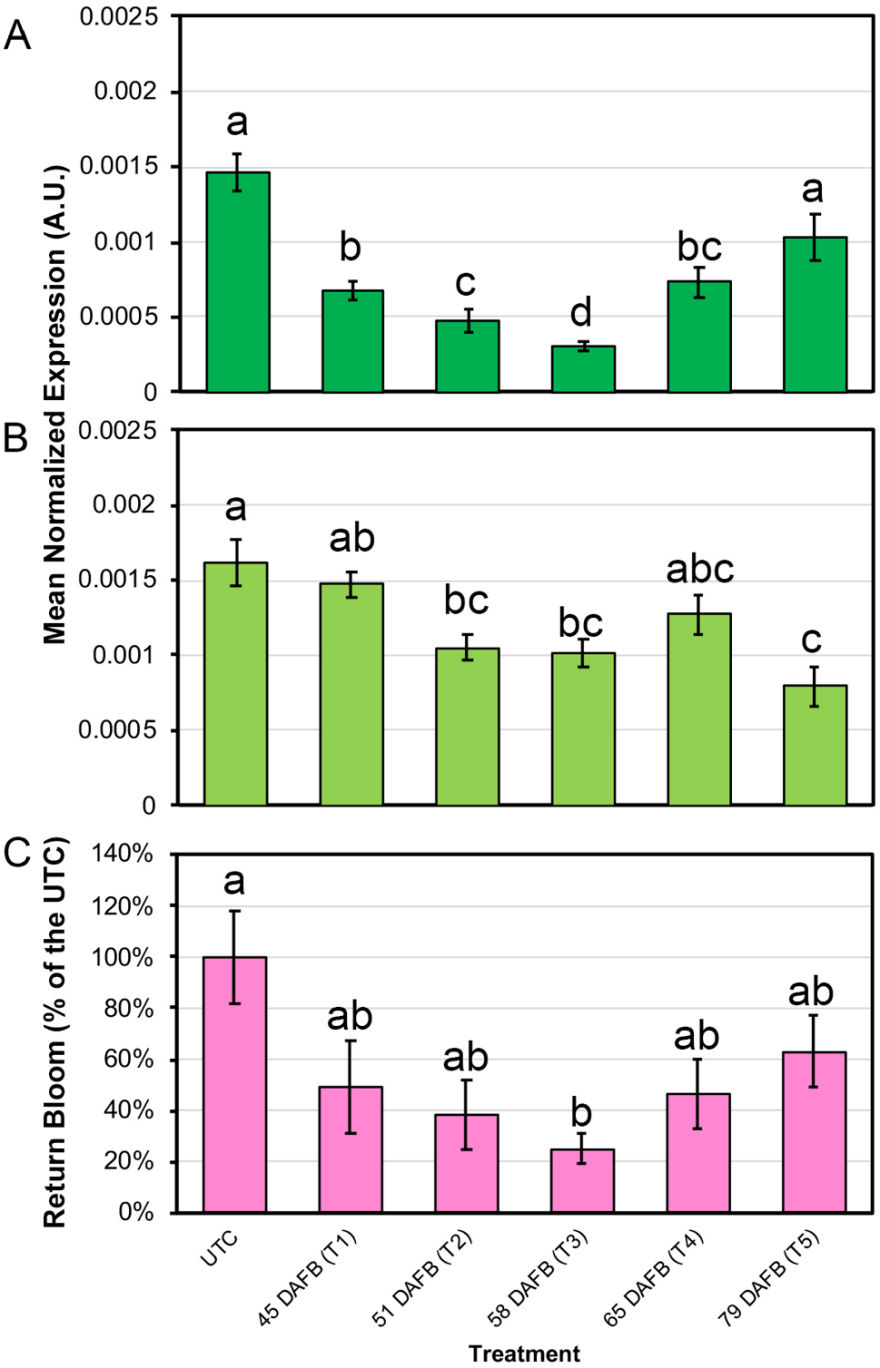
*APETALA1* expression in buds and return bloom measurements. qPCR expression of *APETALA1* in basal (**A**) and apical (**B**) buds collected from untreated peach trees (UTC) and from trees treated with GA_7_ at 45, 51, 58, 65, and 79 Days After Full Bloom (DAFB). Letters indicate statistically significant differences (*P* < 0.05; *n* = 6) and bars show standard error. A.U., Arbitrary Units. (**C**) Return bloom reported as a percentage of the UTC. Letters indicate statistically significant differences (*P* < 0.05; *n* = 5) and bars show standard deviation

Return to bloom assessed in both treated and untreated trees at anthesis displayed a very clear situation (Additional File 2). A “V-shaped” gradient was shown by treated trees with a minimum at T3. Moreover, all the treated trees showed a lower number of flowers with respect to the UTC (Fig. 1C), indicating that the treatment was effective at all times of application.

Therefore, a clear correlation (Pearson’s equal to 0.99 on average) was found between the expression of *PpAP1* in basal buds and return to bloom, given by the same buds that were not removed by pruning during winter.

### RNA-Seq profiling in peach buds during development

The transcriptional changes occurring in untreated peach buds in the different developmental stages (the same as treatments’ application) were analyzed using an RNA-Seq approach, aimed at shedding light on the physiological determinants of the differential efficacy of GA_7_ in inhibiting floral transition, as resulted from return bloom assessments. 

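The RNA-Seq data covered axillary buds of untreated shoots of the flat-nectarine cultivar Platinet 1, taken at 45 (T1), 58 (T3) and 79 (T5) DAFB. Buds of the apical and basal part of the shoot were kept apart, which gives 6 groups, and each group had 3 biological replicates, for a total of 18 libraries. The authors sequenced the libraries on an Illumina NextSeq 500, aligned the reads to the peach genome with Hisat2 and counted the reads on each gene model with HTSeq. The deposited values are these raw counts for 26873 genes, identified by their PRUPE gene identifiers, without normalization, and 3023 of the genes had no count in any library. All levels given for a gene are counts normalized by edgeR's TMM method and rescaled to the mean library size, as mean ± SD over the replicates.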

At this step, both the basal and apical buds were analyzed, and summary statistics are reported in Table 2. 

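In apical buds, the total counts per library ranged from 31529524 to 40542893 at T1 (median 31715969), from 21114469 to 40023062 at T3 (median 38764389) and from 27373887 to 41764570 at T5 (median 38206592). In basal buds, they ranged from 25942355 to 33092786 at T1 (median 29445925), from 29767952 to 41727570 at T3 (median 34529890) and from 25801050 to 47286272 at T5 (median 30517660). No group stood apart in depth, as the ranges of all 6 groups overlapped. A chi-square comparison of the raw counts of each pair of replicates gave between 4.53 and 139 per gene over the 6 groups, so that every pair differed by more than sampling noise and each library was counted as a separate replicate. The highest value belonged to a pair of apical T3 libraries.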

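Reads counted on gene models were fewer than reads obtained. Reads that do not align cannot be counted. Those that do not fall on a single gene model could also be left out, depending on the counting mode. The mean number of counted reads per library was 33841490, and the median over all the libraries was 32404377.5.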

On average, the number of RNA-Seq reads obtained was equal to 37.7 million, with a mean overall alignment rate equal to 97.5%.

**Table 2:** Summary of RNA-Seq statistics in all replicates of apical and basal buds

	**Apical buds**								
	**T1**			**T2**			**T3**		
	**Rep1**	**Rep2**	**Rep3**	**Rep1**	**Rep2**	**Rep3**	**Rep1**	**Rep2**	**Rep3**
Total No. Reads	34,292,026	34,434,870	43,732,266	44,203,838	23,233,490	43,383,946	46,708,006	42,615,230	30,979,324
Reads not aligned concordantly	2,280,843	2,342,888	2,513,036	2,530,210	1,580,338	2,858,636	3,599,642	3,399,374	2,337,941
Reads aligned concordantly 1 time	30,781,724	30,935,613	39,616,754	39,185,197	20,645,436	38,090,729	40,907,378	37,334,992	26,745,504
Reads aligned concordantly > 1 time	1,229,459	1,156,369	1,602,476	2,488,431	1,007,716	2,434,581	2,200,986	1,880,864	1,895,879
Overall alignment rate	98.00%	98.11%	98.11%	98.25%	97.39%	97.69%	97.73%	98.09%	97.79%
	**Basal buds**								
Total No. Reads	28,158,584	36,578,606	32,471,348	33,367,686	38,858,384	48,217,022	54,349,109	29,073,897	34,389,536
Reads not aligned concordantly	1,808,904	3,306,449	2,403,535	2,936902	3,594,670	6,108,572	4,261,492	2,122,271	2,638,820
Reads aligned concordantly 1 time	25,386,919	32,042,393	28,758,558	28,953,456	33,552,465	40,111,704	46,158,581	25,317,958	29,830,188
Reads aligned concordantly > 1 time	962,761	1,229,764	1,309,255	1,477,328	1,711,249	1,996,746	3,929,036	1,633,668	1,920,528
Overall alignment rate	98.06%	97.59%	98.01%	96.78%	96.88%	96.57%	96.99%	96.74%	97.00%

The heatmap obtained with the 2,000 most variable genes showed three main expression patterns, which were clustered together (Additional File 3). 

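The grouping was computed from the 2000 genes with the most variable log2 CPM (counts scaled to the size of each library), with 1 minus Pearson's correlation as the distance between libraries. With the tree divided into 3 clusters, the 6 apical libraries of T1 and T3 formed the first, the 6 basal libraries of T1 and T3 the second and the 6 libraries of T5 the third. Average and complete linkage gave the same clusters.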

Cluster A included the apical buds at T1 and T3, with one replicate of the latter behaving like an outlier. 

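Across these 2000 genes, apical T3 replicate 1 had a Pearson's correlation of 0.954 with replicate 2 and of 0.967 with replicate 3, while replicates 2 and 3 had a correlation of 0.980 with each other. The 3 apical T1 libraries had correlations between 0.991 and 0.992. These are correlations across genes, which are not independent replicates. Apical T3 replicate 1 was still more similar to the other apical T3 libraries than to any library of another group, of which the nearest was an apical T1 library at 0.945.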

Cluster B comprised the basal buds at T1 and T3, with the three biological replicates clustering together. 

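Among the T5 libraries, the correlations within the group were between 0.979 and 0.985 in basal buds and between 0.972 and 0.982 in apical buds. The nearest library of the other position was apical T5 replicate 1 for each of the basal T5 libraries, with correlations from 0.967 to 0.971.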

Finally, cluster C grouped together all the T5 samples, showing again the replicates of each type of buds forming separate subclusters.

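The PCA was computed on log2 CPM with a prior count of 4, for the 19754 genes kept by edgeR's filter on low counts over all libraries, centred and not scaled. PC1 held 58.9% and PC2 17.9% of the variance, or 76.7% together, while PC3 held 6.41%. The sum moved most when each gene was scaled to unit variance, to 66.3%. Apical T3 replicate 1 was at -79.5 on PC2, against -19.9 and -28.4 for the other apical T3 libraries.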

The two-dimensional Principal Component Analysis (PCA) of the transcriptomic data (Fig. 2A) revealed that the first two principal components (PCs) explain most of the variance (77.2%), and samples from each time point of each type of bud clustered together, indicating the high quality of the biological replicates, except for the outlier, as already pointed out in the heatmap. PC1 was correlated with time (*P* = 1.16e-08), while PC2 was correlated with bud position (*P* = 1.70e-03). 

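Time accounted for 93.9% of the variance of PC1 (exact permutation test over all assignments of the 18 libraries to the time points, p = 5.81e-05) and for 5.83% of that of PC2 (p = 0.639 by the same exact permutation test). Bud position accounted for 61.7% of the variance of PC2 (exact permutation test, p = 0.000165) and for 4.53% of that of PC1 (exact permutation test, p = 0.419). The assignments were not kept within time points. As time held most of PC1, the last test could hardly detect a difference between positions within a time point. On PC1, the apical and basal means were -62.3 and -30.0 at T1 and -53.2 and -17.7 at T3, with no overlap of libraries at either time. The tests ask whether a larger share of variance would arise by assigning the libraries at random, and so are one-sided.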

In detail, T1 and T3 buds’ transcriptomes were located very close one another, but apical and basal buds were quite distant in the PCA, with the former in the bottom-left and the latter in the top-left quadrant. 

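On PC2, the mean of the basal buds was 35.9 ± 2.78 at T1 and 42.3 ± 1.96 at T3 (SD, n = 3), while that of the apical buds was -16.4 ± 1.75 at T1 and -42.6 ± 32.3 at T3. At T5, the basal libraries were between -2.12 and 0.50. Apical T5 replicates 2 and 3 were at -31.0 and -30.0, and replicate 1 was at 5.12, above the basal libraries.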

At T5, the transcriptomes were closer, although still separated, except for one single replicate of apical buds, which clustered adjacent to the basal ones. PCA not only substantially confirmed the heatmap results, but also allowed to trace a hypothetical developmental time-course comprising the different types of buds. Assuming that PC1, being correlated with time, may represent the variation of the buds’ transcriptomes, their one-dimensional projection showed that the apical buds at T1 and T3 are at a similar developmental stage. 

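The PC1 mean of the apical buds was -62.3 ± 1.06 at T1 and -53.2 ± 4.06 at T3 (SD, n = 3). All 3 T3 libraries, from -57.4 to -49.3, were above all 3 T1 libraries, from -63.5 to -61.6. With 3 libraries against 3 the smallest two-sided p of an exact permutation test is 0.1, so that no lower p can be reached for a pair of groups.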

The basal buds at T1 are in a more advanced stage, followed very close by T3 buds. Apical buds seem to recover their delay at T5, reaching a developmental phase comparable to basal ones (Fig. 2B).

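The basal buds were at -30.0 ± 3.43 on PC1 at T1 and at -17.7 ± 3.26 at T3 (SD, n = 3), and all of their libraries at both times were above all the apical libraries of T1 and T3. At T5, the mean on PC1 was 77.4 ± 6.45 in apical buds and 85.9 ± 9.78 in basal buds. The apical T5 libraries ranged from 72.8 to 84.7 and the basal ones from 76.4 to 95.9, so that the groups overlapped. On the assumption that the position on PC1 stands for development, the paper describes the apical buds as less advanced than the basal ones at T1 and T3, and states that they seem to catch up at T5.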

**Fig. 2:**
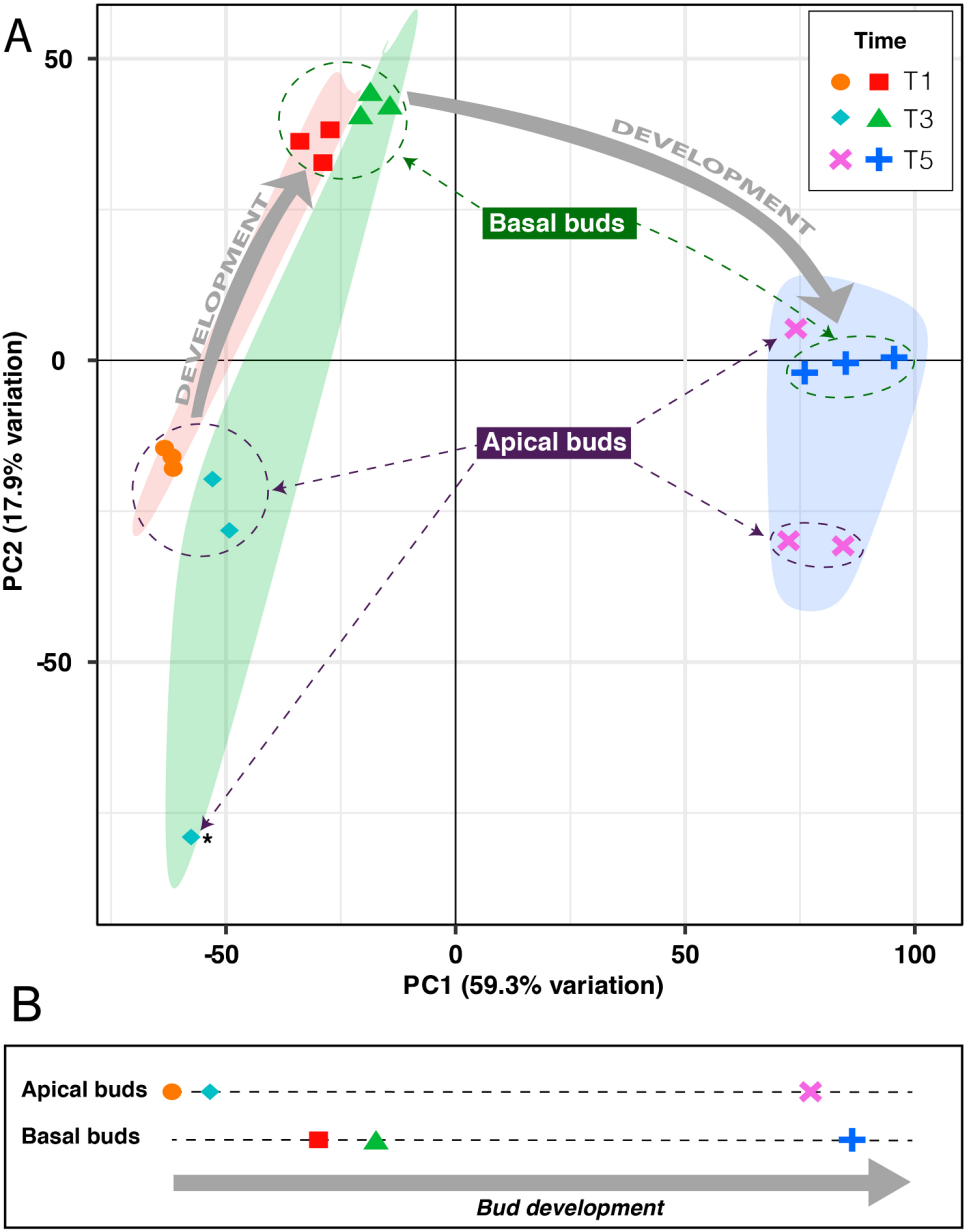
PCA of RNA-Seq data and developmental timing of apical and basal buds. (**A**) T1, T3 and T5 samples are shown in the PCA with red, green and blue shadings, respectively. The variation explained by the first two PCs is shown in the axes. The asterisk marks an outlier of apical buds, while the grey arrows indicate a likely developmental line followed by the buds’ transcriptomes. (**B**) Positions of the different sampling timepoints of both apical and basal buds with respect to development according to the first PC

### Identification of DEGs related to treatment efficacy

For DEGs identification, only the transcriptomes of basal buds were used, as most of the apical ones are usually removed through winter pruning and, consequently, lie outside the practical focus of this study. 

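The contrasts were tested here on the counts of the 9 basal libraries with edgeR's quasi-likelihood test, for the 19304 genes kept by its filter on low counts, and a gene was called a DEG with an FDR below 0.01 and a change of at least 2-fold. The time points entered the model as 3 separate groups for the time contrasts, and as T3 against T1 and T5 together for the efficacy contrast. DESeq2 was run on the same genes with the same limits.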

Using DESeq2 with an FDR cutoff of 0.01 and a twofold change cut-off in expression level, the DEGs were identified using the efficacy of the treatment as a factor (model = expression ~ efficacy). Two levels of efficacy were linked to the samples, either low, for T1 and T5, or high, for the T3 sample with the lowest return bloom (Fig. 1C).

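With T1 and T5 treated as 1 group, the quasi-likelihood test called 0 DEGs, although 3339 of the tested genes had an unadjusted p under 0.05. The lowest adjusted p was 0.0126 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 157 DEGs in the same contrast, of which 50 were higher and 107 lower at T3. T1 and T5 then entered the quasi-likelihood model as separate time points, and T3 was compared with their average. In this fit 814 DEGs were called, 367 higher and 447 lower at T3 than that average. A gene with equal levels at T1 and T3 can pass this contrast through a change at T5 alone. These DEGs therefore need not be specific to T3. Genes called in the same direction against T1 and against T5 numbered 47, of which 18 were higher and 29 lower at T3.

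**Figure D1:**
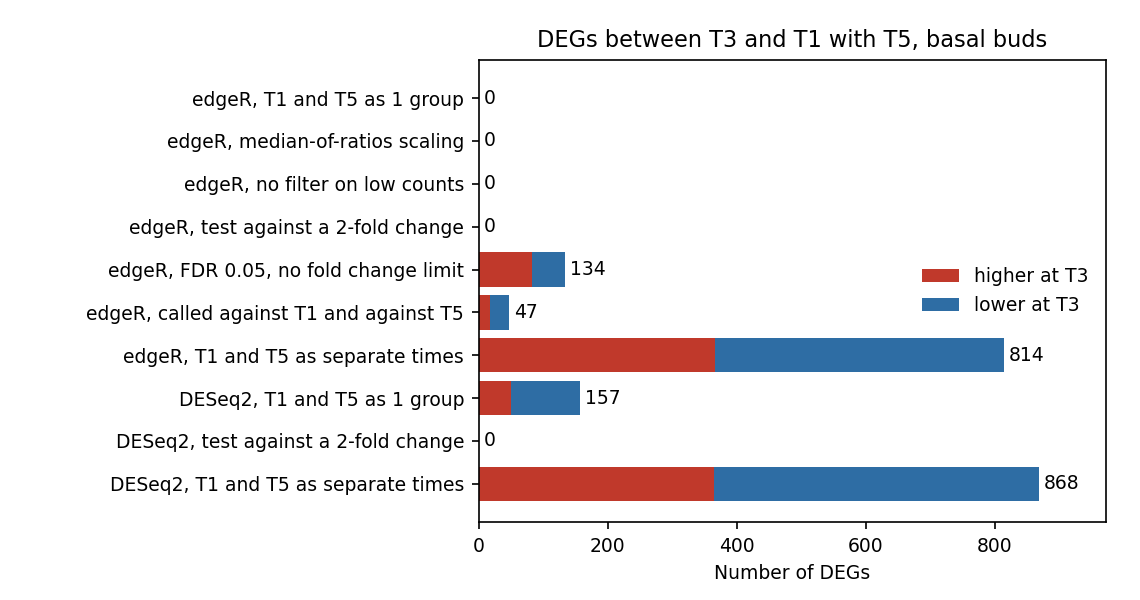
Number of DEGs between T3 and T1 with T5 in basal buds (x axis) under 10 ways of testing (y axis), with genes higher at T3 in red and lower at T3 in blue. The counts run from 0 to 868, and the test with the highest count was chosen after seeing the data.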

A total of 156 DEGs were identified, among which 50 and 106 were up- and down-regulated, respectively, when treatment’s efficacy was higher (Fig. 3A). Enrichment analysis using the Gene Ontology (GO) biological processes sub-vocabulary gave significant results only for the downregulated genes, with the terms “*response to reactive oxygen species*”, “*response to hydrogen peroxide*”, “*protein complex oligomerization*”, “*response to temperature stimulus*”, and “*response to heat*” being over-represented in this subset of genes (Additional File 4). The complete list of DEGs can be found in Additional File 8.

**Fig. 3:**
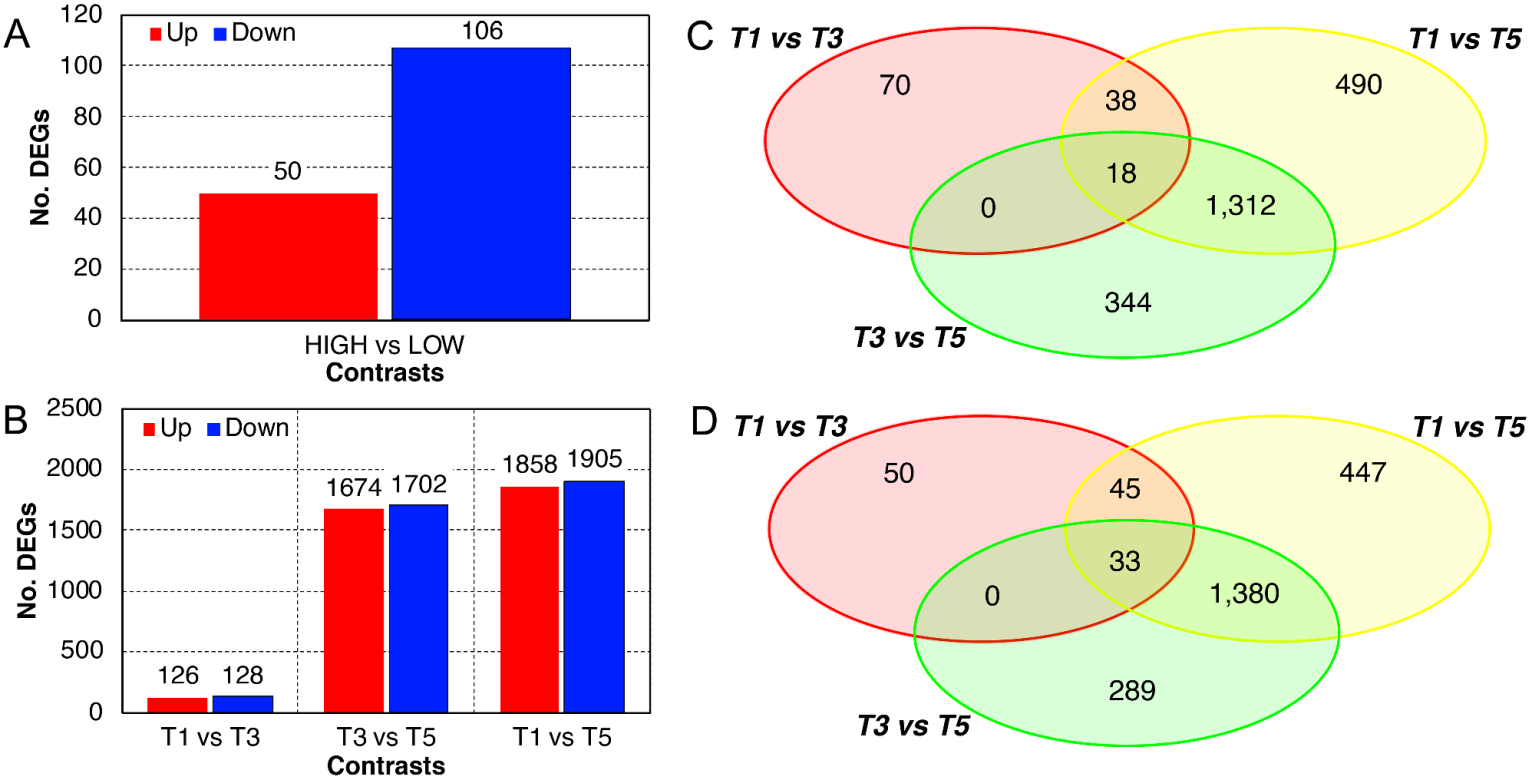
Differentially Expressed Genes (DEGs) and Venn diagrams. Bar charts show the number of DEGs in the contrast between samples according to the efficacy of the treatment (**A**) or the timepoints (**B**). Up- and down-regulated genes are shown in red and blue, respectively. Venn diagrams show up- (**C**) and down-regulated (**D**) genes in the different contrasts

### Identification of DEGs related to bud development

Considering time as a factor (expression ~ time; T1 vs. T3, T1 vs. T5 and T3 vs. T5) with the same statistical parameters used above, the number of DEGs was generally higher than with the previous approach and was fully consistent with clustering analyses (Fig. 3B). In the contrast T1 vs. T3, the number of DEGs was the lowest, being equal to 254 (126 up- and 128 down-regulated in T1 with respect to T3). 

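The quasi-likelihood test called 179 DEGs between T1 and T3, 83 higher and 96 lower at T1. DESeq2 called 253, 126 higher and 127 lower at T1, and 176 of them were among the 179. The number moved most with an FDR of 0.05 and no limit on the fold change, to 3234. In a test against a 2-fold change, edgeR called 0 DEGs and 171 genes had an unadjusted p under 0.05.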

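Between T3 and T5, 3352 genes were called by the quasi-likelihood test, 1718 higher and 1634 lower at T3, and 3359 by DESeq2. Gene PRUPE_1G178400 had 2491 ± 149 normalized counts at T3 and 54.2 ± 7.74 at T5 (SD, n = 3), a log2 fold change of 5.51 (standard error 0.13, adjusted p = 1.6e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gene PRUPE_7G190700 had 211 ± 15.1 normalized counts at T3 and 5.27 at T5, where its libraries had between 3 and 9 counts. In the opposite direction, genes PRUPE_2G295700 and PRUPE_8G238700 had at most 1 count in any T3 library, below the floor of 3 counts, and 133 ± 60.9 and 195 ± 51.7 normalized counts at T5. Their means at T5 were therefore at least 39.9-fold and 58.4-fold higher. For the lowest T5 library, these lower bounds were 19.8-fold and 42.9-fold. The paper's text does not name these 4 genes.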

The different transcriptional backgrounds shown by T3 and T5 samples in both the heatmap and the PCA turned into 1,674 and 1,702 up- and down-regulated genes, respectively, in T3 with respect to T5. 

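The contrast between T1 and T5 gave 3723 DEGs by the quasi-likelihood test, 1906 higher and 1817 lower at T1. The number was 3738 by DESeq2, with 3635 genes in common, and 1681 in a test against a 2-fold change. With each library left out in turn, it stayed between 3437 and 3812.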

Finally, the contrast between the two extremes, T1 and T5, displayed the highest number of DEGs: 3,763, including 1,858 and 1,905 up- and down-regulated genes, respectively. Only 18 and 33 genes are up- and down-regulated, respectively, in both the first two contrasts, while most of the genes that are DEGs from T3 to T5 are differentially expressed also from T1 to T5 (Fig. 3C-D). 

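By the quasi-likelihood test, 15 genes were higher at T1 than at T3 and at T3 than at T5, and 23 genes were lower in both contrasts. By DESeq2 these numbers were 17 and 33. Genes with T3 as the highest point, called in both contrasts in opposite directions, numbered 18, and genes with T3 as the lowest point numbered 29, against 19 and 53 by DESeq2. Of the genes called between T3 and T5, 2718 were also called between T1 and T5 in the same direction, which is 79.0% of those higher and 83.3% of those lower at T3.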

The functional analysis of the DEGs identified in the first contrast (T1 vs. T3) pointed out enriched GO terms dealing with, among the most interesting, “*detection of oxygen*”, “*response to abiotic stimulus*”, and “*response to auxin*”, only in the up-regulated genes (Additional File 5). The other important contrast (T3 vs. T5) showed enriched GO terms in both up- and down-regulated genes. The former group of DEGs was enriched by functions regarding “*polysaccharide metabolic process*”, “*cell wall organization or biogenesis*”, and “*photosynthesis*”, while the down-regulated genes were functionally enriched by terms dealing with “*response to chemical*”, “*transcription DNA-templated*”, and “*fruit ripening climacteric*” (Additional File 6). The complete list of DEGs can be found in Additional File 8.

### Pathway enrichment analysis

In order to improve the functional information, an additional approach was adopted with a pathway analysis, using the PGSEA method with all samples [43]. This method uses all the expression data of genes that can be mapped to a certain pathway with Gene Ontology or other annotation sets (in this case the GO biological process sub-vocabulary was used), and a statistical analysis is carried out taking the pathway as a whole, to assess if it is significantly affected or not in the different samples. In other words, this method tests if the different pathways display an expression trend supported by statistical significance (pathway significance cut-off FDR = 0.05). The annotation tree showing the hierarchy of the GO terms (Additional File 7) may help in identifying the most relevant pathways shown in the PGSEA heatmap (Fig. 4), such as “*Cell cycle*”, which is progressively down-regulated from T1 to T5, “*Vegetative to reproductive phase transition of meristems*” and “*Trehalose biosynthetic process*”, both up-regulated from T3 to T5, and “*Flavonoid biosynthetic process*”, another interesting pathway that is down-regulated from T3 to T5. All these processes may be potentially involved in bud development and/or floral induction [55–58].

**Fig. 4:**
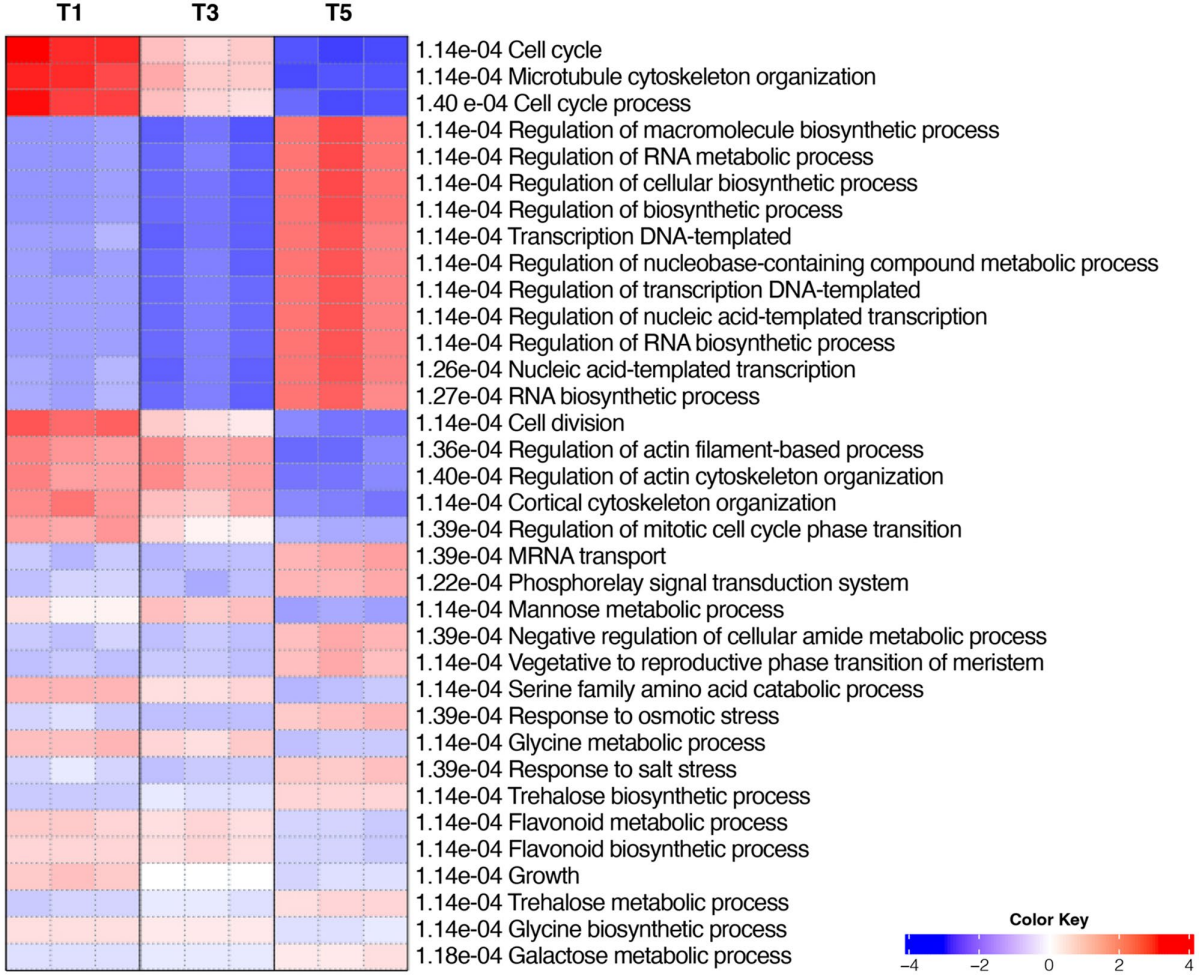
PGSEA analysis heatmap with all samples. The FDR value is shown for each GO biological process terms representing the enriched pathways. A color scale indicates the degree of up- and down-regulation of the whole pathway

### Real-time quantitative PCR

A subset of genes was chosen either among the DEGs, based upon the functional analyses, or directly from pathways that are considered relevant for this study, regardless of their statistical significance, in order to validate the RNA-Seq results through quantitative real-time PCR (qPCR), including also the apical buds. 

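The RNA-Seq counts of the genes selected for qPCR come from the same libraries. The qPCR values were normalized by the authors to TEF2 (PRUPE_4G138900), which encodes a translation elongation factor, and UBQ10 (PRUPE_4G204900), which encodes a polyubiquitin. In basal buds, TEF2 had 767 ± 80.5 normalized counts at T1, 626 ± 70.7 at T3 and 2457 ± 190 at T5 (SD, n = 3), a log2 fold change between T3 and T5 of -1.97 (standard error 0.098, adjusted p = 1.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UBQ10 had 23920 ± 1493, 28536 ± 179 and 45002 ± 6172 normalized counts, with a log2 fold change between T3 and T5 of -0.66 (standard error 0.094, adjusted p = 5.3e-05 from the same test). Between T1 and T3, the adjusted p was 0.065 for TEF2 and 0.085 for UBQ10 in that test. In apical buds, the mean at T3 and T5 was 769 and 3572 for TEF2, and 25858 and 39263 for UBQ10. Reads of UBQ10 could have been shared with other ubiquitin genes in the authors' counting.

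**Figure D2:**
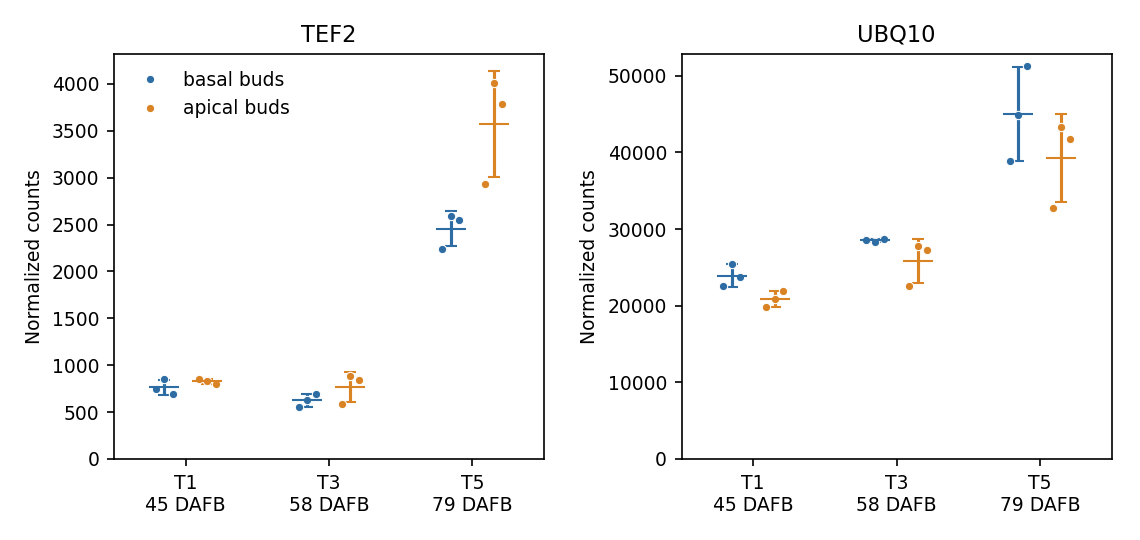
Normalized counts (y axis) of TEF2 and UBQ10 at each time point (x axis, in DAFB), with each library as a point and the mean ± SD of 3 libraries as bars. In both types of buds all T5 libraries are above all T1 and T3 libraries.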

Gene annotations were retrieved from GDR database (www.rosaceae.org) based upon *Prunus persica genome v2.0.a1*, while gene names were decided upon the available annotations (including blast matches with Arabidopsis) to provide the best information about gene function.

Concerning the “*Cell cycle*” function, two cyclin B1-encoding genes were selected, namely *PpCYCB1.2* (*PRUPE_6G021200*) and *PpCYCB1.4* (*PRUPE_4G269600*). B1-type cyclins control microtubule organization during cell division [59]. Their expression patterns fully matched the RNA-Seq results, with Pearson’s correlation coefficients as high as 0.99 and 0.94 and levels of transcripts progressively decreasing through bud development (Fig. 5).

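PpCYCB1.2 had 345 ± 43.1 normalized counts at T1, 195 ± 4.17 at T3 and 91.8 ± 37.0 at T5 in basal buds (SD, n = 3). Its log2 fold change was 0.82 between T1 and T3 (standard error 0.19, adjusted p = 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.02 between T3 and T5 (standard error 0.21, adjusted p = 0.0013 from the same test). PpCYCB1.4 had 249 ± 43.7, 151 ± 12.1 and 81.0 ± 32.0 normalized counts. Its log2 fold changes were 0.73 (standard error 0.22, adjusted p = 0.0453) and 0.85 (standard error 0.24, adjusted p = 0.0093) from that test. The change of PpCYCB1.4 between T3 and T5 was below 2-fold, and its adjusted p from the same test was above 0.01 in 5 of the 6 fits that left out a library, while the log2 fold change stayed between 0.59 and 1.21.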

**Fig. 5:**
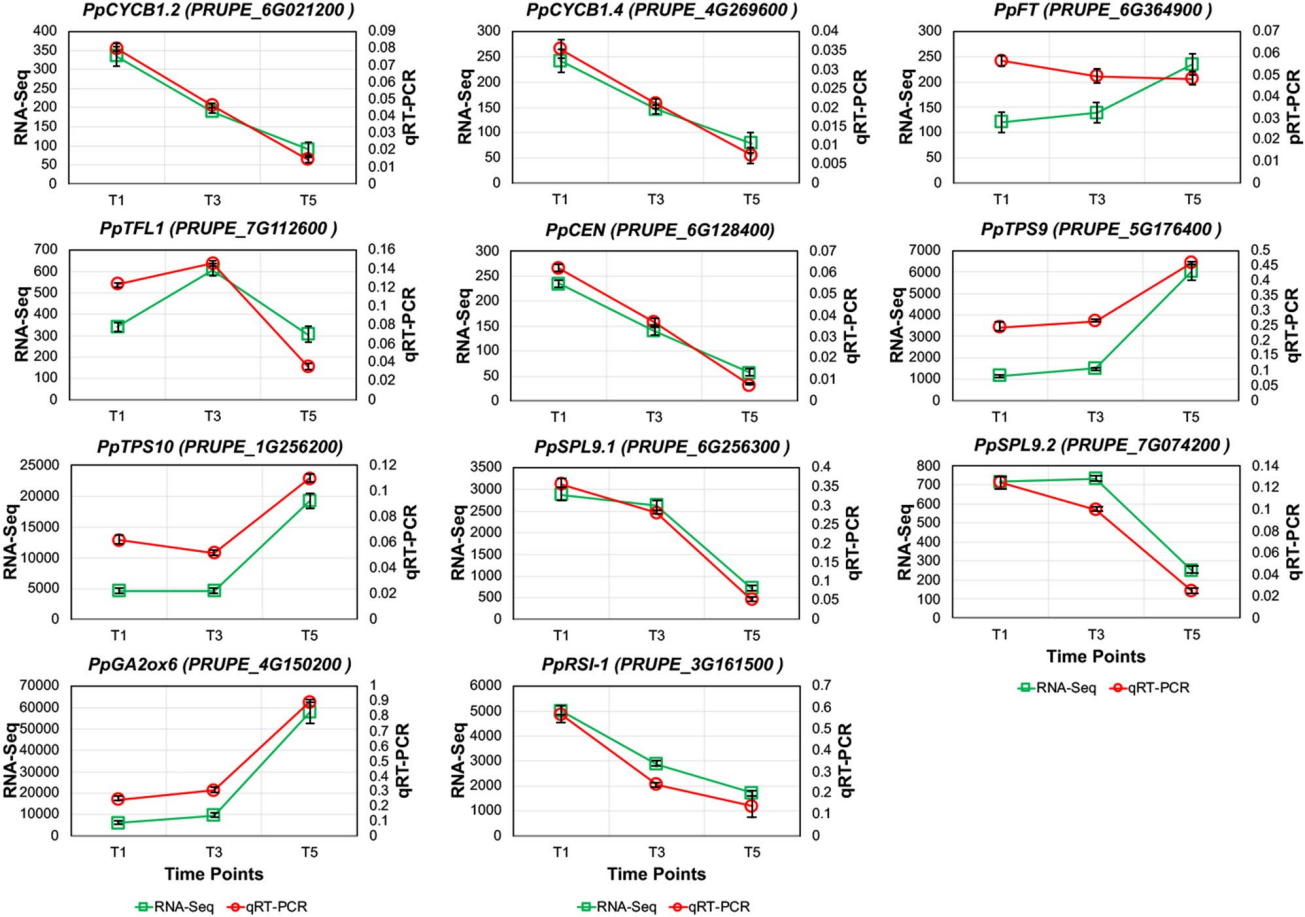
qPCR validation of RNA-Seq in basal buds. Expression values of eleven genes are reported for both the qPCR (red lines; as arbitrary units of mean normalized expression) and RNA-Seq (green lines; as RPKM, reads per kilobase of transcript per million reads mapped). Gene name and ID are indicated at the top of each chart. Bars, where visible, indicate standard error

The most important pathway pointed out by PGSEA analysis, i.e. “*Vegetative to reproductive phase transition of meristems*”, included a relevant number of genes, from which three were chosen for the validation: *PpFT* (*PRUPE_6G364900*; [60]), *PpTFL1* (*PRUPE_7G112600*; [61]), and *PpCEN* (*PRUPE_6G128400*; [62]). While *PpTFL1* and *PpCEN* showed a very strong correlation between qPCR and RNA-Seq results (0.80 and 0.94, respectively), *PpFT* was validated with a Pearson’s coefficient equal to 0.62, due to a low correlation in basal buds. 

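PpFT (PRUPE_6G364900) had 124 ± 34.7 normalized counts at T1, 144 ± 34.8 at T3 and 239.6 ± 36.3 at T5 in basal buds (SD, n = 3). The log2 fold change was -0.22 between T1 and T3 (standard error 0.22, adjusted p = 0.55 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between replicates. It was -0.74 between T3 and T5 (standard error 0.21, adjusted p = 0.0087) and -0.96 between T1 and T5 (standard error 0.22, adjusted p = 0.0020) from the same test, both below a 2-fold change. In the 6 fits that left out a library, the adjusted p between T3 and T5 was under 0.01 in 2 and reached 0.0364. Between T1 and T5 it was under 0.01 in 4 of 6 such fits and reached 0.0123. In apical buds, PpFT had 113 ± 13.1, 186 ± 1.51 and 259.9 ± 52.5 normalized counts, and every T5 library was above every T1 library, which chance gives for 10% of genes in either direction. The log2 fold changes in apical buds were -0.73 between T1 and T3 (standard error 0.18, adjusted p = 0.10) and -0.46 between T3 and T5 (standard error 0.17, adjusted p = 0.0469) from that test.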

Among all the genes validated through qPCR, *PpFT* showed the lowest levels of correlation, and its pattern of expression was substantially stable in basal buds and increasing from T1 to T5 in apical buds. In both types of buds, *PpTFL1* showed its highest expression at T3, dropping thereafter at T5, while *PpCEN* transcripts decreased through the experiment (Fig. 5).

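PpTFL1 had 351 ± 34.3 normalized counts at T1, 623 ± 50.8 at T3 and 312 ± 66.2 at T5 in basal buds (SD, n = 3). Its log2 fold change was -0.82 between T1 and T3 (standard error 0.14, adjusted p = 0.0022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.98 between T3 and T5 (standard error 0.14, adjusted p = 5.2e-05 from the same test). In 3 of the 6 fits that left out a library, the adjusted p between T1 and T3 from that test was above 0.01, and it reached 0.0130. In apical buds it had 442 ± 58.1, 898 ± 179.6 and 252 ± 54.3 normalized counts, with log2 fold changes of -1.04 (standard error 0.20, adjusted p = 0.061) and 1.85 (standard error 0.20, adjusted p = 7.0e-05) from that test. The first of these had an adjusted p of 0.00028 in DESeq2's Wald test. All T3 libraries were above all T1 and T5 libraries in both types of buds. PpCEN fell in basal buds from 241 ± 12.9 to 145 ± 18.0 and 58.0 ± 11.6 normalized counts, with log2 fold changes of 0.73 (standard error 0.14, adjusted p = 0.0052) and 1.31 (standard error 0.16, adjusted p = 1.8e-05) from the quasi-likelihood test. The first of these was below 2-fold, and its adjusted p from the same test was above 0.01 in 5 of the 6 fits that left out a library, where it reached 0.0252. In apical buds PpCEN had 184 ± 41.5, 196 ± 66.7 and 137 ± 42.6 normalized counts, and the log2 fold changes of -0.13 (standard error 0.30, adjusted p = 0.80) and 0.55 (standard error 0.30, adjusted p = 0.15) were within the spread between replicates.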

For the “*Trehalose biosynthetic process*” pathway, the genes selected were both encoding Trehalose Phosphate Synthases (TPS), i.e.,* PpTPS9* (*PRUPE_5G176400*) and *PpTPS10* (*PRUPE_1G256200*). 

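PpTPS9 had 1194 ± 91.6 normalized counts at T1, 1565 ± 104 at T3 and 6144 ± 718 at T5 in basal buds (SD, n = 3). Its log2 fold change was -0.39 between T1 and T3 (standard error 0.089, adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all T3 libraries above all T1 libraries, and -1.97 between T3 and T5 (standard error 0.089, adjusted p = 6.4e-09 from the same test). The adjusted p between T1 and T3 was 0.0019 in DESeq2. By the quasi-likelihood test it was under 0.01 in 0 of the 6 fits that left out a library, and it reached 0.0517. PpTPS10 had 4778 ± 553, 4835 ± 582 and 19634 ± 2161 normalized counts, with a log2 fold change of -0.015 between T1 and T3 (standard error 0.11, adjusted p = 0.94) and of -2.03 between T3 and T5 (standard error 0.12, adjusted p = 6.4e-08) from the quasi-likelihood test. In apical buds, PpTPS9 had 950.0 ± 106, 993 ± 134 and 7024 ± 1237 normalized counts and PpTPS10 had 3377 ± 313, 3078 ± 1062 and 18022 ± 2931. The apical log2 fold changes between T1 and T3 were -0.080 for PpTPS9 (standard error 0.16, adjusted p = 0.77) and 0.12 for PpTPS10 (standard error 0.24, adjusted p = 0.77) from that test. Between T3 and T5 they were -2.81 and -2.54.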

Their expression in both basal and apical buds was stable from T1 to T3 and increased at T5, showing a very good correlation with RNA-Seq results (0.95 and 0.97, respectively).

Concerning the genes chosen among the DEGs, *PRUPE_6G256300* (*PpSPL9.1*) and *PRUPE_7G074200* (*PpSPL9.2*), coding for two SQUAMOSA Promoter-Binding Protein-Like (SPL) transcription factors, were shown to be stably expressed at T1 and T3 and then significantly down-regulated from T3 to T5, concurrently showing a strong correlation equal to 0.97 and 0.95, respectively, with expression values measured through RNA-Seq (Fig. 5). 

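PpSPL9.1 had 2964 ± 254 normalized counts at T1, 2706 ± 196 at T3 and 735 ± 107 at T5 in basal buds (SD, n = 3). PpSPL9.2 had 738 ± 51.1, 756 ± 26.0 and 254 ± 41.0. Between T1 and T3, the log2 fold changes of 0.13 for PpSPL9.1 (standard error 0.097, adjusted p = 0.40) and -0.034 for PpSPL9.2 (standard error 0.099, adjusted p = 0.85) were not distinguishable from the spread between replicates by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between T3 and T5 they were 1.87 (standard error 0.10, adjusted p = 5.2e-08) and 1.55 (standard error 0.11, adjusted p = 9.9e-08) from the same test. With each library left out in turn, the latter changes stayed between 1.76 and 1.98 for PpSPL9.1 and between 1.46 and 1.71 for PpSPL9.2.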

Considering the importance of gibberellin inhibition of floral transition in trees [20–22] and, specifically, in stone fruit species [63], gibberellin-related genes were searched among the DEGs, resulting in two genes, i.e. *PRUPE_4G150200*, coding for the Gibberellin 2-oxidase PpGA2ox6 known to be induced by gibberellins [64], and *PRUPE_3G161500*, encoding a gibberellin-regulated GASA/GAST (Gibberellic Acid Stimulated Arabidopsis/Gibberellin Stimulated Transcript) protein [65], similar to RSI-1 of tomato and PmGASA15 of *Prunus mume* [66], the latter shown to be rapidly induced in leaves by gibberellin treatments performed in a fruit crop of the same genus as peach. 

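PpGA2ox6 had 6250.2 ± 507 normalized counts at T1, 9900.1 ± 1165 at T3 and 58839 ± 8487 at T5 in basal buds (SD, n = 3). Its log2 fold change was -0.66 between T1 and T3 (standard error 0.11, adjusted p = 0.0027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all T3 libraries above all T1 libraries, and -2.57 between T3 and T5 (standard error 0.12, adjusted p = 8.2e-09 from the same test). The first change was below 2-fold. Its adjusted p from the same test was under 0.01 in 3 of the 6 fits that left out a library, and it reached 0.0145. PpRSI-1 had 5145 ± 404, 2959 ± 183 and 1761 ± 209 normalized counts, with log2 fold changes of 0.80 (standard error 0.086, adjusted p = 0.00020) and 0.74 (standard error 0.088, adjusted p = 1.2e-05) from that test, both below 2-fold.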

*PpGA2ox6* expression was stable from T1 to T3 and then significantly increased at T5, while *PpRSI-1* was progressively decreasing from T1 to T5 (Fig. 5). Both genes showed a strict correlation between qPCR and RNA-Seq data, with Pearson’s coefficient equal to 0.99 and 0.96, respectively.

### Hormone profiling

Hormone profiling is shown in Fig. 6, while all the gene expression analyses regarding the biosynthetic and signal transduction pathways of each hormone are displayed in the Supplementary Material.

**Fig. 6:**
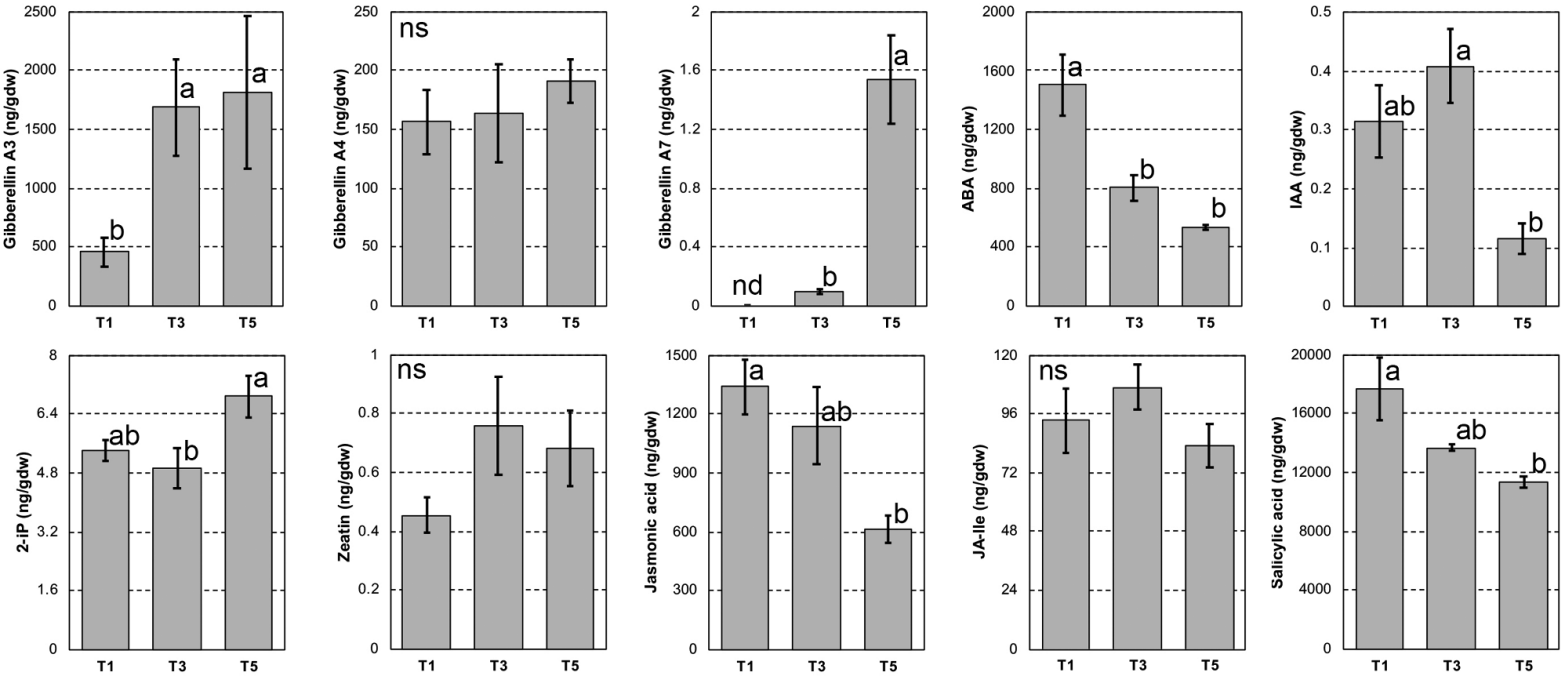
Hormone levels measured at T1, T3 and T5. The names of the hormones are shown on the left side of each chart. Letters indicate statistically significant differences (*P* < 0.05; *n* = 5) and bars show standard error

GAs showed a general increasing trend, with GA_3_ increasing from T1 to T3, GA_7_ reaching its maximum at T5, and GA_4_ not varying significantly. This general increase of gibberellins was accompanied by a strong transcriptional activation of their biosynthetic genes from T3 to T5, preceded by a weak activation of their signal transduction pathway at T3, visible as an increased expression of *DELLA* genes (Additional File 9), the latter being previously known to correlate with GAs levels [67].

ABA showed decreasing levels throughout the experiment, in spite of the upregulation of both its biosynthetic and signal transduction elements from T3 to T5 (Additional File 10). IAA levels pointed out a similar trend, even though the expression of both signal transduction and biosynthetic genes did not show any correlation (Additional File 11).

tZ did not change significantly, while 2-iP increased at T5. In this case, the data pointed out by both the biosynthetic genes and the signal transduction elements were fully consistent. Indeed, the genes encoding isopentenyltransferases (IPT), which catalyze a rate-limiting step of cytokinin biosynthesis [68], were upregulated from T3 to T5, concomitantly with the downregulation of tZ biosynthetic branch and with the strong upregulation of Type-A ARR, known to be positively regulated by cytokinins [69] (Additional File 12).

SA and JA showed closely similar decreasing patterns from T1 to T5, while JA-Ile levels did not differ significantly. Both the jasmonate biosynthetic and signal transduction pathways did not show consistent results (Additional File 13). In case of SA, however, the PR-1 genes, notoriously induced by this hormone in Arabidopsis [70], were strongly repressed throughout the whole experiment (Additional File 14).

Finally, although ethylene was not quantified, both its rate-limiting step of biosynthesis (i.e. the genes coding for ACC synthase) and signal transduction pathway especially concerning the Ethylene Responsive Factors (ERFs) genes from T3 to T5, were upregulated (Additional File 15).

### Hormones-genes correlative network

Assuming that a high correlation between the level of expression of a certain gene and the amount of a specific hormone may indicate a functional relationship between them (i.e., the hormone may regulate the expression of that gene), a correlative network was built including hormones and genes linked by a Pearson’s correlation index higher than 0.90, including both direct and inverse correlations, with the aim to identify the main gene functions controlled by the hormones (Fig. 7).

**Fig. 7:**
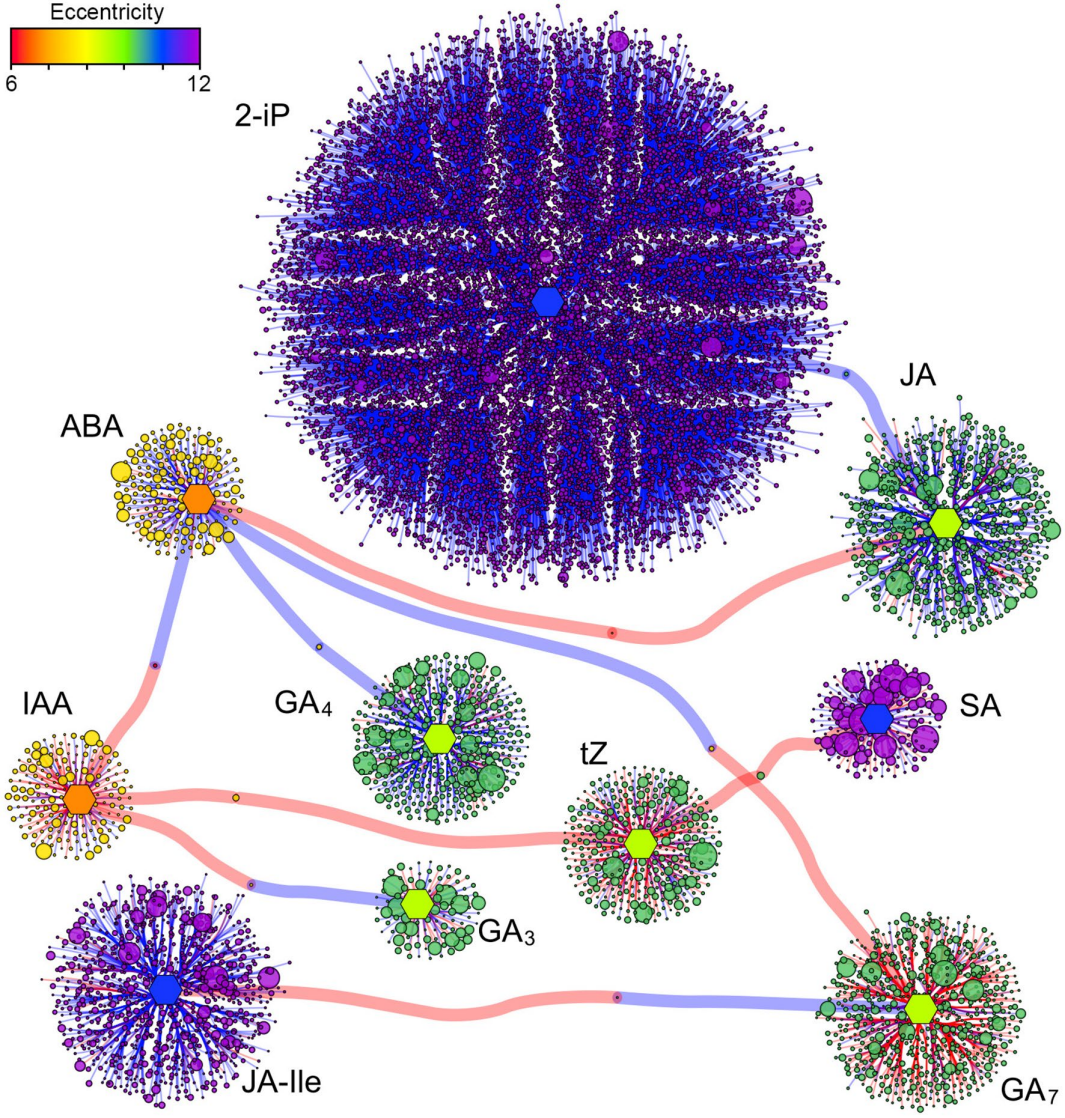
Correlative network of hormones and genes. Direct and inverse correlations higher than 0.90 are shown with red and blue edges, respectively. Hormones are represented as hexagonal nodes of identical size. Genes are shown with circular nodes, whose size reflects the mean expression level and color is based upon the level of eccentricity, as shown by the top-left scale. The layout of the network is based on the force-directed algorithm by Fruchterman and Reingold (1991). 2-iP, 2-isopentenyladenine; ABA, abscisic acid; GA_3/4/7_, gibberellin A3, A4 and A7; IAA, indoleacetic acid; JA, jasmonic acid; JA-Ile, jasmonoyl-isoleucine; SA, salicylic acid; tZ, trans-zeatin

The network comprises a total of 18,146 nodes including also the 10 bioactive hormones analyzed above. Most of the genes (14,385) were correlated with the levels of the cytokinin 2-iP, either positively (166) or negatively (14,219). Enrichment analysis of gene functions pointed out a long list of significant (FDR < 0.05) GO terms, among which “*cellular response to stress*”, “*cellular macromolecule biosynthetic process*”, “*RNA metabolic process*” and “*gene expression*” are the most representative. A complete list of enriched GO terms can be found in Tables S3-S7. All the other subnetworks grouped with a lower number of genes, starting from the JA-Ile network, comprising a total of 905 nodes, of which 780 and 124 inversely and directly correlated to the hormone levels, respectively. The most significant enriched GO terms were “*cytoskeleton organization*”, “*transmembrane transport*”, “*inorganic anion transport*”, “*purine ribonucleoside triphosphate catabolic process*” and “*intracellular protein transport*”. The JA subnetwork composed by 784 nodes was kept together by 670 and 113 negative and positive correlations, respectively, with no significantly enriched GO terms. The following network was the GA_7_, with 668 nodes connected by 545 and 122 positive and negative relationships, respectively. In this case, the most specific overrepresented gene functions were “*photosynthesis*,* light harvesting*” and “*generation of precursor metabolites and energy*”. GA_4_ subnetwork, composed by 446 nodes, mostly linked to this gibberellin by negative correlations (357) and only few (88) by positive indexes. The genes of this subnetwork were enriched by functions dealing with “*cellular macromolecule biosynthetic process*”, in particular “*1*,*3-beta-glucan biosynthetic process*”. The tZ subnetwork included 345 nodes, linked by 229 and 115 direct and inverse correlations, and was enriched by functions such as “*cellular macromolecule biosynthetic process*” and “*translation*”. ABA network was composed by 194 nodes, kept together by 45 and 148 positive and negative correlations, respectively. No significant enrichment was pointed out, such as for the SA subnetwork, made by 168 nodes with 63 and 104 direct and inverse correlations, respectively. The network of the most important plant hormone, IAA, was built with 167 nodes, linked by 115 and 51 positive and negative relationships, respectively, with no significant enriched function. Finally, the GA_3_ subnetwork had 92 nodes, kept together by 46 and 45 positive and negative correlations, respectively. No enrichment was found.

On the overall correlative network, also the synergisms and antagonisms between and among hormones can be deducted from the type of correlation that links the different subnetworks through the bridging nodes (Fig. 7). Therefore, synergisms may exist between 2-iP and JA, and among IAA, tZ and SA, while antagonisms may occur between ABA and GA_7_, ABA and IAA, IAA and GA_3_, GA_7_ and JA-Ile.

## Discussion

All the transcriptomic studies available in recent literature regarding peach bud development were carried out mostly during dormancy [71–76]. Transcriptomics was recently applied to study flowering induction and floral bud differentiation in sweet cherry [77], although this research was mostly focused on the latter developmental stages, when flower structures differentiate. Moreover, several targeted gene expression studies have been carried out in the past that point out the possible functions of some canonical floral initiation genes, as already discussed above and reviewed by Penso et al. [78]. However, a complete physiological overview of the transcriptional changes occurring in the most crucial stages of peach bud floral transition is still missing, and such a knowledge gap becomes even harder considering the importance of this information as related to practical issues, such as thinning and fruit quality. For this reason, we tried to take advantage of a new GA_4/7_-based formulation for reducing return bloom, to focus on those crucial stages of floral transition when bud’s destiny is decided.

Gene expression studies of *PpAP1* and return bloom pointed out a clear relationship between time of application and final efficacy of the GA_4/7_ treatment (Fig. 1). These statistically supported results indicate also that the expression of *PpAP1* measured in peach buds at middle/late summer is a good quantitative predictor of return bloom in this kind of thinning approaches, where UTC trees are available as a reference, and it can be eventually used in the future for this purpose.

The RNA-Seq analyses proved to be effective in discriminating the different developmental stages of the collected samples, in both basal and apical buds (Fig. 2). The position-dependent developmental kinetics followed in the first two timepoints indicated that from T1 to T3 the buds may have started to collect and integrate the environmental signals that initiate flowering, regardless from their position, and then made the “great developmental jump” to T5. Considering only the basal buds and based on the efficacy of GA_4/7_ treatments, the physiological stages represented in the present experiment can be described as follows: T1, developing bud with low sensitivity to flowering signals; T2, developing bud with increasing sensitivity to flowering signals; T3, competent bud with maximum sensitivity to flowering signals; T4, transiting bud with decreasing sensitivity to flowering signals, partially induced to flower; T5, transiting bud with low sensitivity to flowering signals, almost completely induced to flower transition. When the bud starts to become sensitive to environmental signals and the optimal conditions occur, floral transition is a very fast process, so that the time passed from T1 to T3 (two weeks) and from T3 to T5 (three weeks) may not be proportional to the “developmental distance” travelled by the bud, which is much bigger from T3 to T5. For this reason, the T5 samples appeared very different from the previous ones, at least from a transcriptional point of view, as testified also by the number of DEGs found in the different contrasts (Fig. 3).

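The root mean square of the log2 difference between group means over the genes of the PCA was 0.336 between T1 and T3 and 0.848 between T3 and T5 in basal buds, and 0.905 between T1 and T5. Between replicates of a basal group, single libraries differed by 0.283 to 0.355. Means of 3 libraries vary less than single libraries, so this range is not a direct measure of the noise in a difference between means. In apical buds, the difference between group means was 0.405 between T1 and T3 and 0.982 between T3 and T5. The apical T3 mean includes the library that the paper calls an outlier, and single apical T3 libraries differed by 0.331 to 0.703. The means of the apical and basal buds were 0.534 apart at T1, 0.674 at T3 and 0.379 at T5. The paper proposes that floral transition is fast, with a larger developmental distance from T3 to T5 than from T1 to T3, and gives this as the reason why the T5 samples differed from the earlier ones.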

The analysis of DEGs dealing using the *ex post* treatment efficacy as a factor pointed out that in the T3 buds, where GA_4/7_ was able to inhibit floral transition at the highest levels, processes dealing with response to ROS (Reactive Oxygen Species) and heat were downregulated. ROS were previously shown to have a pivotal role in the integration between temperature and light signals (reviewed by Krasensky-Wrzaczek and Kangasjärvi [79]) that may be involved in floral induction, and redox regulation is fundamental also in flowering [80]. 

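The thioredoxin gene PRUPE_1G410500 had 914 ± 88.4 normalized counts at T1, 429 ± 27.6 at T3 and 1241 ± 95.2 at T5 in basal buds (SD, n = 3), and each T3 library was below each of the other libraries. The log2 fold change of T3 against T1 and T5 together was -1.33 (standard error 0.17, adjusted p = 0.0184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 9.6e-11 in DESeq2. With the time points separate, the log2 fold change was 1.09 between T1 and T3 (standard error 0.089, adjusted p = 5.8e-05) and -1.54 between T3 and T5 (standard error 0.089, adjusted p = 2.8e-08) from the quasi-likelihood test. In apical buds, the same gene had 1218 ± 29.1 normalized counts at T1, 1258 ± 191 at T3 and 1222 ± 108 at T5.

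**Figure D3:**
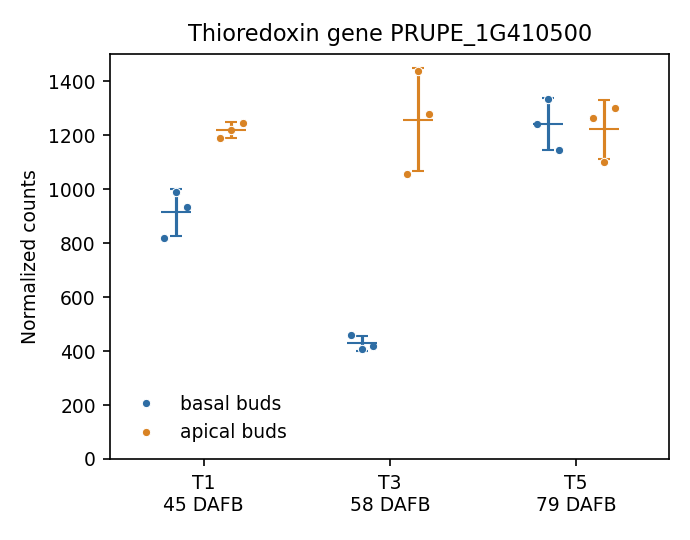
Normalized counts of the thioredoxin gene (y axis) at each time point (x axis, in DAFB), with each library as a point and the mean ± SD of 3 libraries as bars. The basal buds fall from 914 to 429 and rise to 1241, while the apical buds stay between 1218 and 1258.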

Among the genes downregulated at T3, one encodes a thioredoxin (*PRUPE_1G410500*), which was also shown to interact with FT and positively regulate flowering in cotton [81]. Taking these indications into account, we can hypothesize that a ROS burst at T1/T2 may have facilitated the integration of environmental signals triggering floral evocation. Then ROS may have decreased at T3 and, when floral induction was partially achieved, started to increase again with active reproductive development at T4/T5.

The analysis of DEGs related to bud development pointed out that response to auxin is upregulated at T1 and this is consistent with previous results showing a positive role of this hormone in flowering promotion in several species, among which Arabidopsis [82, 83], strawberry [84], and saffron [85]. The contrast T3 vs. T5 revealed a generally increasing metabolic activity in terms of polysaccharide and cell wall organization, as well as an enhanced transcriptional activity, which are typical of an actively developing reproductive bud [86–88].

PGSEA analysis gave an extensive view of the pathways affected by floral transition and confirmed that sampling strategy was carried out correctly, by showing, among the other pathways, the upregulation of the “*Vegetative to reproductive phase transition of meristems*” (Fig. 4). This could not be taken for granted, due to the very small size of the buds sampled at early developmental stages with respect to the surrounding tissues, with the latter that could have biased the transcriptomic analyses.

The qPCR gene expression assays (Fig. 5), largely and significantly correlated with RNA-Seq, pointed out the role of specific genes during floral transition of peach buds. Two B-type cyclin genes showed a decreasing expression through the experiment, such as pointed out during flower initiation also in Arabidopsis meristems [89]. The expression of some canonical floral transition genes was fully consistent with their putative function, especially regarding *PpTFL1*, which showed an interesting peak of expression at T3. This gene is a known repressor of flowering in several species and horticultural crops [61, 90, 91] and seems to act in prolonging the vegetative phase, as demonstrated in grapevine [92]. Thus, its maximum expression at T3 may have enhanced the inhibitory effect of the GA_4/7_ treatment. Concerning another pathway emerged from the PGSEA analysis, i.e., trehalose biosynthesis, the expression of two TPS genes peaking at T5 was consistent with their essential function previously pointed out in floral evocation [55]. Mutants of these genes in Arabidopsis were shown to flower extremely late, even under otherwise inductive environmental conditions [57]. The downregulation of two *SPL* genes at T5 was again in line with previous findings, as these genes were shown to be positively involved in floral transition in several species and perennial crops, the latter including *Citrus* [32] and apple [93]. Finally, concerning the gibberellin-related genes, an important indication came out from expression analysis, especially regarding *PpGA2ox6*, indicating that gibberellin metabolism was deeply changing during the experiment. The latter indication was fully confirmed by the hormone profiling, showing a general increasing trend of GAs levels (Fig. 6), especially for GA_3_ and GA_7_ [22, 24–26, 28, 29, 94]. Besides the activation of GAs biosynthesis and signal transduction pathways shown through the KEGG maps (Additional File 9), the correlative network pointed out that GA_4_ and GA_7_ may control the expression of genes mainly dealing with “*cellular macromolecule biosynthetic process*” and “*generation of precursor metabolites and energy*”, respectively. This finding is in full agreement with data previously discussed and with literature [86–88], focusing on the activation of specific metabolisms once that the bud is transiting into the reproductive phase. We may hypothesize that anticipating this natural peak of GAs through GA_4/7_ application at T3 may have triggered this metabolic shift too early, when the bud was still in vegetative phase, thus stimulating the vegetative growth.

Concerning the other hormones, the most interesting findings regard the cytokinin 2-iP, which increased significantly at T5, oppositely to the expected antagonism with GAs, but consistently with the upregulation of both its biosynthesis and Type-A ARR genes as summarized by KEGG maps (Additional File 12). Indeed, the subnetwork of 2-iP was the biggest one, including 14,385 genes, almost all of them negatively correlated with the levels of the hormone. This may indicate that 2-iP positively regulates floral transition through the repression of genes involved in the vegetative growth, rather that only activating floral identity genes as shown before in Arabidopsis [95, 96], grapevine [97] and other species [98, 99]. The typical antagonism between GAs and ABA in controlling flowering time (as reviewed by Shu et al. [100]) was herein confirmed especially with respect to GA_4/7_, thus pointing out the pivotal positive role of this gibberellin among the others in controlling floral transition in peach. This antagonism was pointed out not only in terms of pattern of accumulation of both hormones (Fig. 6), but also by the correlative network with the putatively regulated genes (Fig. 7). IAA levels were also found to increase from T1 to T3 (Fig. 6). Auxin was shown to be essential for floral meristem initiation [101] and its increase at T3 further supports the idea that this is a critical step for floral transition in peach. A certain degree of antagonism emerged with respect to ABA and GA_3_, further supporting the positive role of auxin in reproductive phase transition of peach buds. Worthy to note also the different behaviors shown by JA and its conjugated form JA-Ile. While the former significantly decreased through the experiment, the latter displayed only non-significant oscillations and an antagonistic relationship with GA_4/7_ in terms of gene regulation. The role of jasmonates in flowering time regulation is still debated, although most of the available research often indicates a negative role of these hormones on this process (reviewed by Zhao et al. [102]). Therefore, based upon our results, a negative role in floral evocation may be hypothesized for JA also in peach.

## Conclusions

Taking all the results together, a working physiological model can be traced for floral transition in peach summarizing the involvement of the main regulatory factors at both genetic and hormonal level (Fig. 8). According to this model, bud’s acquisition of a full competence to respond to flowering signals may pass through a “sensitizing phase” with high ROS levels at T1, followed by their likely decrease at T3 and, possibly, a new increasing trend thereafter when bud reproductive development starts. Floral transition is also accompanied by a decrease of JA, a known inhibitor of the process, a reduced rate of cell division, an early and continuous increase of T6P, and a late increase of the cytokinin 2-iP, both the two latter players being positive regulators. IAA, whose role in floral initiation is still debated, peaks when the bud reaches its maximum sensitivity to flowering signals. At this developmental stage a still undifferentiated status is guaranteed by a peak of expression of *TFL*, a floral transition retardant, which may work as a marker of the most GA-sensitive developmental stage of the bud. After T3, when the bud is already initiated to the reproductive phase, gibberellins start to increase, thus closing the process with a saturation of the signal transduction pathway and a lower sensitivity to exogenous GA applications. Based upon this model, the specific treatment with GA_4/7_ applied at T3, may have anticipated the natural increase of GAs just when the bud is passing a sort of critical crossroad, when it is deciding its future destiny, thus achieving the highest inhibition of floral transition.

**Fig. 8:**
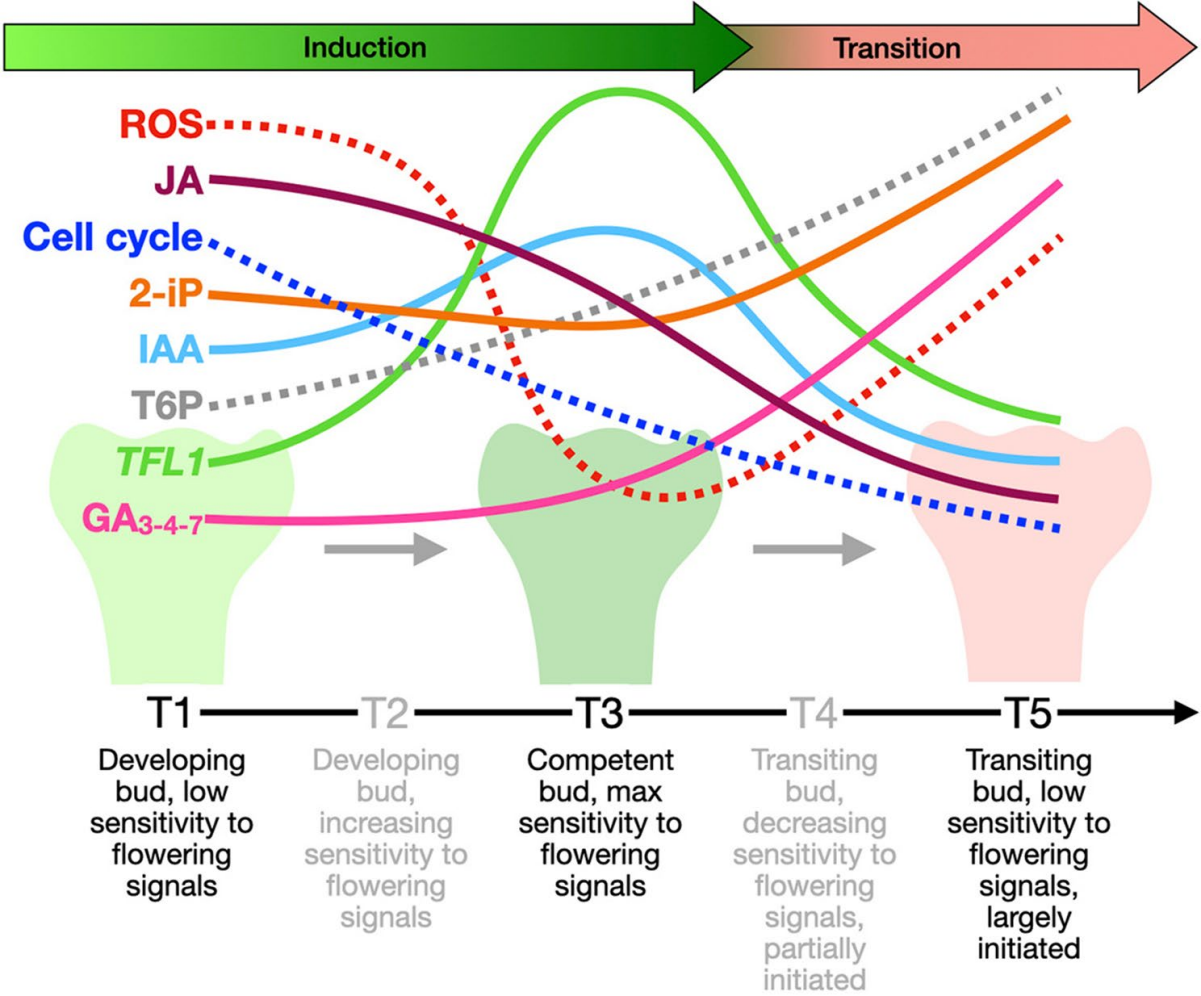
Physiological working model of peach bud development covering the floral initiation stages. The stages of bud development are described below each timepoint. Continuous lines indicate biological entities that were actually quantified, while dashed lines refer to compounds or processes whose levels or rates were inferred from gene expression data. ROS, reactive oxygen species; JA, jasmonic acid; 2-iP. 2-isopentenyladenine; IAA, indoleacetic acid; T6P, trehalose-6-phosphate; *TFL1*, *TERMINAL FLOWER 1*; GA_3 − 4−7_, gibberellin A3, A4 and A7

Besides putting together new information about gene expression and hormone levels during floral transition, these findings highlight the need for more comprehensive and targeted analyses to achieve a more detailed physiological view of the process in peach and, through comparative genomic approaches, in other tree crops.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

Supplementary Material 13

Supplementary Material 14

Supplementary Material 15

Supplementary Material 16

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository, under the accession number GSE247681 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247681).

## Abbreviations

ABA: Abscisic acid
CKs: Cytokinins
DAFB: Days after full bloom
DEGs: Differentially expressed genes
FDR: False Discovery Rate
GAs: Gibberellins
GO: Gene ontology
IAA: Indoleacetic acid
JA: Jasmonic acid
PCA: Principal component analysis
ROS: Reactive oxygen species
SA: Salicylic acid
T6P: Trehalose-6-phosphate
UTC: Untreated Control

# Supplementary material for: A gibberellin-assisted study of the transcriptional and hormonal changes occurring at floral transition in peach buds (Prunus persica L. Batsch)
**Source:** BMC Plant Biol. 2024 Jul 8;24:643. doi: 10.1186/s12870-024-05360-6
**Supplement:** Supplementary file 16 — Supplementary Material 16

# **Additional legends**

**Additional file 1 (.jpg)**

**Details about sample collection.**

One of the sampled peach shoots (A) and the fruit on the tree (B) at the beginning of the trial (45 DAFB). The localization of the sampled buds at the axil of the leaf (red box) (C) and sections of a basal (D) and apical (E) buds under a stereoscope at 65 DAFB. The red shapes mark the parts that were sampled at each timepoint.

**Additional file 2 (.jpg)**

**Trees at full bloom.**

Pictures of the trees of all treatments plus the UTC at full bloom in 2020. Only the cropped parts that were used for return bloom quantification with ImageJ are shown.

**Additional file 3 (.jpg)**

**Heatmap obtained with the 2,000 most variable genes in all samples and replicates.**

The timepoint and type of bud (*i.e*., position) are indicated at the top of the heatmap with different colors (legend in the bottom-right). Expression levels are reported with a color scale as shown in the bottom-left. The main clusters are named with capital letters, while the asterisk marks an outlier replicate.

**Additional file 4 (.jpg)**

**Enrichment analysis tree of the DEGs identified according to the efficacy of the treatment.**

The GO biological process terms have been used, along with the corresponding FDR statistics of significance.

**Additional file 5 (.jpg)**

**Enrichment analysis tree of the DEGs identified in the contrast T1 *vs* T3.**

The GO biological process terms have been used, along with the corresponding FDR statistics of significance.

**Additional file 6 (.jpg)**

**Enrichment analysis tree of the DEGs identified in the contrast T3 *vs* T5.**

The GO biological process terms have been used, along with the corresponding FDR statistics of significance.

**Additional file 7 (.jpg)**

**Annotation tree of PGSEA analysis.**

The hierarchy of the GO terms and the FDR statistics of significance resulting from PGSEA analysis are shown, which correspond to the pathways that are differentially expressed.

**Additional file 8 (.xlsx)**

**List of DEGs and enrichment analyses.**

Table S1: List of DEGs related to treatment efficacy, identified through DESeq2 with FDR < 0.01 and fold change > 2.

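Of the genes listed in Table S1, DESeq2 run on the basal libraries called 49 of the 50 up-regulated and 105 of the 106 down-regulated genes. In 143 of the 156 genes, all 3 T3 libraries lay beyond all 6 libraries of T1 and T5 in the stated direction, which chance gives for 1.19% of genes. All 156 had an unadjusted p under 0.05 and 138 under 0.01 in the quasi-likelihood test with T1 and T5 as 1 group. A change of at least 2-fold at T3 was found against both T1 and T5 for 87 genes, against T5 alone for 59 and against T1 alone for 10. As the genes were chosen by the paper on the same libraries, these numbers describe the list and are not an independent test of it.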

Table S2: List of DEGs related to bud development (i.e. the time of the treatment), identified through DESeq2 with FDR < 0.01 and fold change > 2.

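Of the genes that Table S2 lists for T1 vs. T3, DESeq2 called 124 of the 126 up-regulated and 127 of the 128 down-regulated genes. The quasi-likelihood test called 83 of the 126 and 95 of the 128. The lists of the other contrasts were not compared gene by gene here.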

Table S3.: GO-terms enriched in the genes that are correlated with 2-iP. A GO identifier, the P-value and corrected P-value of significance and a description of the GO-term are provided.

Table S4: GO-terms enriched in the genes that are correlated with JA-Ile. A GO identifier, the P-value and corrected P-value of significance and a description of the GO-term are provided.

Table S5: GO-terms enriched in the genes that are correlated with GA_7_. A GO identifier, the P-value and corrected P-value of significance and a description of the GO-term are provided.

Table S6: GO-terms enriched in the genes that are correlated with GA_4_. A GO identifier, the P-value and corrected P-value of significance and a description of the GO-term are provided.

Table S7: GO-terms enriched in the genes that are correlated with zeatin. A GO identifier, the P-value and corrected P-value of significance and a description of the GO-term are provided.

**Additional file 9 (.jpg)**

**KEGG pathway analysis of gibberellin biosynthesis and signal transduction.**

The diterpenoid biosynthesis pathway containing gibberellin biosynthesis (map No. 00904) and an extract of the signal transduction pathway of the same hormones (map No. 04075) are represented according to the standard KEGG visualization and symbols. The differential expression levels were calculated as log2-ratio, scale-centered for each time point, and color-coded as displayed in the legend (blue: <–1; orange: >+1). Each box, representing a regulatory step, is divided in two sub-boxes representing the two different contrasts (T3 *vs* T1 and T5 *vs* T3).

**Additional file 10 (.jpg)**

**KEGG pathway analysis of ABA biosynthesis and signal transduction.**

The carotenoid biosynthesis pathway containing ABA biosynthesis (map No. 00906) and an extract of the signal transduction pathway of the same hormone (map No. 04075) are represented according to the standard KEGG visualization and symbols. The differential expression levels were calculated as log2-ratio, scale-centered for each time point, and color-coded as displayed in the legend (blue: <–1; orange: >+1). Each box, representing a regulatory step, is divided in two sub-boxes representing the two different contrasts (T3 *vs* T1 and T5 *vs* T3).

**Additional file 11 (.jpg)**

**KEGG pathway analysis of IAA biosynthesis and signal transduction.**

The tryptophan metabolism pathway containing IAA biosynthesis (map No. 00380) and an extract of the signal transduction pathway of the same hormone (map No. 04075) are represented according to the standard KEGG visualization and symbols. The differential expression levels were calculated as log2-ratio, scale-centered for each time point, and color-coded as displayed in the legend (blue: <–1; orange: >+1). Each box, representing a regulatory step, is divided in two sub-boxes representing the two different contrasts (T3 *vs* T1 and T5 *vs* T3).

**Additional file 12 (.jpg)**

**KEGG pathway analysis of cytokinin biosynthesis and signal transduction.**

The zeatin biosynthesis pathway containing cytokinin biosynthesis (map No. 00908) and an extract of the signal transduction pathway of the same hormone (map No. 04075) are represented according to the standard KEGG visualization and symbols. The differential expression levels were calculated as log2-ratio, scale-centered for each time point, and color-coded as displayed in the legend (blue: <–1; orange: >+1). Each box, representing a regulatory step, is divided in two sub-boxes representing the two different contrasts (T3 *vs* T1 and T5 *vs* T3).

**Additional file 13 (.jpg)**

**KEGG pathway analysis of jasmonate biosynthesis and signal transduction.**

The linoleic acid metabolism pathway containing jasmonate biosynthesis (map No. 00591) and an extract of the signal transduction pathway of the same hormone (map No. 04075) are represented according to the standard KEGG visualization and symbols. The differential expression levels were calculated as log2-ratio, scale-centered for each time point, and color-coded as displayed in the legend (blue: <–1; orange: >+1). Each box, representing a regulatory step, is divided in two sub-boxes representing the two different contrasts (T3 *vs* T1 and T5 *vs* T3).

**Additional file 14 (.jpg)**

**KEGG pathway analysis of salicylate signal transduction.**

An extract of the signal transduction pathway of salicylate (map No. 04075) is represented according to the standard KEGG visualization and symbols. The differential expression levels were calculated as log2-ratio, scale-centered for each time point, and color-coded as displayed in the legend (blue: <–1; orange: >+1). Each box, representing a regulatory step, is divided in two sub-boxes representing the two different contrasts (T3 *vs* T1 and T5 *vs* T3).

**Additional file 15 (.jpg)**

**KEGG pathway analysis of ethylene biosynthesis and signal transduction.**

The cysteine and methionine metabolism pathway containing ethylene biosynthesis (map No. 00270) and an extract of the signal transduction pathway of the same hormone (map No. 04075) are represented according to the standard KEGG visualization and symbols. The differential expression levels were calculated as log2-ratio, scale-centered for each time point, and color-coded as displayed in the legend (blue: <–1; orange: >+1). Each box, representing a regulatory step, is divided in two sub-boxes representing the two different contrasts (T3 *vs* T1 and T5 *vs* T3).

How the deposited data were processed for this re-analysis (not part of the article)

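Buds of untreated shoots of the flat-nectarine cultivar Platinet 1 were sampled at 45 (T1), 58 (T3) and 79 (T5) DAFB from the apical and the basal part of the shoot, in 3 biological replicates each, for 18 libraries in 6 groups. The authors sequenced them on an Illumina NextSeq 500, aligned the reads with Hisat2 to the peach genome and counted them with HTSeq on the public gene models, as the paper's methods state. The deposited values are the raw counts of each library for 26873 genes, with no normalization and with the replicates kept apart. The paper's text does not name the counting mode or the strand setting, so that reads of overlapping or near-identical genes could be split or left out. Columns were assigned to groups by their names, which give the time point, the position and the replicate, and no column was left unused.

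The total counts per library, with a median of 32404377.5, are the depth behind all values. A gene was treated as at the floor where every library of a group had at most 3 counts, and a fold against such a group is given as a lower bound computed at the floor. The precision of all comparisons is limited by the 3 replicates per group. With 3 against 3, the smallest two-sided p of an exact permutation test is 0.1.

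Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on counts normalized by TMM and after the package's filter on low counts, which kept 19304 genes for the basal and 19636 for the apical contrasts. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called with an FDR below 0.01 and a change of at least 2-fold, the limits that the paper states. Log2 fold changes are given as in the paper, so that a positive value between T1 and T3 is higher at T1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The contrasts were T1, T3 and T5 against each other in basal buds, T3 against T1 and T5 together in basal buds, T1 vs. T3 and T3 vs. T5 in apical buds, apical against basal buds at each time point, and the difference between apical and basal buds in the change from T3 to T5. The PCA and the distances between groups used log2 CPM, counts scaled to the size of each library, with a prior count of 4 for 19754 genes, and the shares of PC1 and PC2 by time and position were tested by enumerating all assignments of the libraries.

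The alternatives were DESeq2 1.42.0, edgeR's and DESeq2's tests against a 2-fold change, median-of-ratios scaling, no filter on low counts, a filter of 0.5 CPM in at least 1 library, an FDR of 0.05 with no limit on the fold change, the replicate number as a block, fits on fewer or more libraries, and each library left out in turn. For the PCA they were a prior count of 1, the variance stabilizing transformation, the 2000 most variable genes, scaling to unit variance and library-size scaling. The replicate numbers used as a block come from the names of the libraries. By the paper's methods, the apical and basal buds of a replicate were cut from the same shoots at each time point, so that equal numbers pair the positions, if the names follow the shoots. The paper does not say that equal numbers share a tree across time points.

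The tests were tried on simulated counts with the means and dispersions of the real libraries. With 200 of 19196 genes changed by 2 on the log2 scale between T1 and T3, edgeR called 99% and DESeq2 100% of them, with 1 false call each. With the change placed at T3 against T1 and T5 and no other difference between the time points, edgeR called 99.5% and DESeq2 100% of them, with 1 and 3 false calls. Another 5 simulations used 19304 genes and kept the real difference between T1 and T5, with T3 set to the mean of both before any change. In these, edgeR called a mean of 154.4 and DESeq2 a mean of 187 of the 200 changed genes.

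The genes to be named were fixed beforehand as every gene the paper names by its identifier, and for each basal contrast the 2 genes with the largest rise and the 2 with the largest fall among the called genes whose groups did not overlap and whose higher group averaged at least 100 normalized counts. Because 0 of the gene identifiers matched the gene table at hand, genes without a name in the paper could not be named, and of those chosen by the rule only the 4 of the contrast between T3 and T5 are printed. For the same reason the tests of gene sets were not run, and the enrichment, pathway and hormone network results of the paper were not analysed here. Chromosome positions were not used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.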

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

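The explanations for TEF2 and UBQ10 and the block within time points were tested only after the data had been seen, while the other tests in this part were chosen before.

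The paper called DEGs in basal buds only, and the apical libraries hold contrasts that it does not report. Between apical and basal buds, the quasi-likelihood test called 1132 DEGs at T1 (779 higher and 353 lower in apical buds), 726 at T3 (601 higher and 125 lower) and 52 at T5 (23 higher and 29 lower). The balance at T5 depended on the setting, with 196 higher and 103 lower by DESeq2, 157 and 72 with all 18 libraries in 1 fit, and 71 and 48 with the replicate block. Within apical buds, 11 genes were called between T1 and T3 and 4075 between T3 and T5, of which 2377 were higher at T3. Apical and basal buds of a replicate come from the same shoots, and with the replicate number as a block 1111, 97 and 119 DEGs were called between positions at T1, T3 and T5. The deviations of these paired libraries had a mean correlation of 0.037. For each of these 5 contrasts, and for the 3 time contrasts in basal buds, 1 of the 4 splits of the 6 libraries that part as many libraries with the same number gave as many DEGs, which was the real one. All of the other 9 of the 10 possible splits gave 0. Since 10 splits cannot give a share under 0.05, none of the 8 contrasts can be told apart from a grouping by chance by this test alone.

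The count at T5 may be low because apical T5 replicate 1 lies near the basal libraries on PC2. Without that library 420 DEGs were called at T5 (304 higher and 116 lower in apical buds), which is more than 52 and still fewer than the lowest count at T1 with a library left out, 937. This library therefore bears on the count at T5, but its presence does not account for all of the fall from T1. The count at T3 was also uneven. Without basal T3 replicate 1 it was 0 DEGs, where 5188 genes had an unadjusted p under 0.05. It was 4 without basal T3 replicate 2 and 13 without basal T3 replicate 3. Among the apical T3 libraries, it was 84 without replicate 3, 435 without replicate 2 and 1215 without replicate 1.

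The change from T3 to T5 differed between apical and basal buds for 238 genes in a test of the difference itself, and the log2 fold change between T3 and T5 was higher in apical than in basal buds for 198 of them and lower for 40. Apical T3 replicate 1, which stands apart from its group, is a candidate source of these calls or of their loss. Without it 396 genes were called, so that it lowered the number. With a block for the shoots of each replicate at each time point, chosen after seeing the data, 64 genes were called, and 105 with the replicate number as a block. Of the 32 splits that keep the time points and exchange positions within them, 4 gave as many genes, the real one included. In the others as large, the positions were wholly exchanged at T5 in 1, which averages the difference between positions and gave 1588 genes, T5 replicates 2 and 3 were exchanged in another, which gave 798, and T5 replicate 3 alone in the last, which gave 264. These 3 keep the real positions at T3, but the other 4 splits that do so gave only 11 to 102 genes, so that keeping T3 is not enough for a large number. The splits that mixed the positions at T3 gave at most 3 genes.

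Among the genes the paper names by identifier, the thioredoxin gene PRUPE_1G410500 was the only one called in that test by edgeR. The difference between positions in its log2 fold change from T3 to T5 was 1.58 (standard error 0.18, adjusted p = 0.00064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell at T3 in basal buds and did not in apical buds, where all T3 libraries had more normalized counts than every basal T3 library. With each of the 12 libraries left out in turn the difference stayed between 1.48 and 1.68, and it was 1.60 with DESeq2 and 1.58 with the replicate block, where the adjusted p ranged from 7.2e-14 to 0.0043. With DESeq2's Wald test, PpCYCB1.2 (log2 difference 1.41, adjusted p = 0.00054) and PpCYCB1.4 (1.36, adjusted p = 0.0079) were also called. The adjusted p from edgeR's quasi-likelihood test was 0.024 and 0.054 for these 2 genes, and 0.047 and 0.098 with the replicate block. With the block set within each time point, the thioredoxin gene had a log2 difference of 1.57 and an adjusted p of 0.015 in the same test, above the limit of 0.01, so that its call depends on how the pairing is treated. Reads shared with other thioredoxin genes were not tested, and the 4 of 32 splits above apply to the count of genes and not to this gene.

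TEF2 and UBQ10, the reference genes of the paper's qPCR, rose from T3 to T5 in basal buds by 1.97 and 0.66 on the log2 scale, which is 3.92-fold and 1.58-fold. The paper's text does not give their RNA-Seq counts, and its list of DEGs between T3 and T5 was not checked for them. A different scaling of the libraries did not remove the rise, since the smaller of the 2 changes was 0.52 under library-size scaling. Depth did not account for it, as the lowest T5 library was 1.30 times the highest T3 library in CPM for the gene with the smaller ratio. The rise was also present in apical buds, where the smaller change was 0.59. For UBQ10, with 45002 normalized counts at T5, reads shared with other ubiquitin genes could contribute and no test was possible, so that its rise cannot be told apart from this explanation. Both values are relative to the total counts of the buds, and a change in the RNA content of the buds was not measured.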

How the results depend on the processing

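The alternatives were set before the data were examined, except 2 that are named as chosen later. Some changed more than 1 choice, such as an FDR of 0.05 with no limit on the fold change, or DESeq2's test against a 2-fold change. Over 13 comparisons, 177 values were computed under an alternative and 108 of them stayed within 1.5 times the reported count or within the spread of the reported share. The counts of T1 vs. T5 and T3 vs. T5 in basal buds and of T3 vs. T5 in apical buds stayed within that range under DESeq2, median-of-ratios scaling, both other filters and every fit with a library left out, and moved only with an FDR of 0.05 and no limit on the fold change or in a test against a 2-fold change. Time on PC1 and position on PC2 kept a p under 0.05 by the exact permutation test under all alternatives computed for them, with 91.4% to 95.7% of PC1 and 40.3% to 75.1% of PC2 accounted for.

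With DESeq2, 157 DEGs were called for the efficacy contrast, 1622 between positions at T3, 299 between positions at T5, 180 between T1 and T3 in apical buds and 771 for the difference between positions in the change from T3 to T5. Of these, 716, 51, 11 and 238 were also called by edgeR in the 4 contrasts with calls. With T1 and T5 as separate time points, the efficacy contrast gave 814 DEGs with edgeR and, in an alternative chosen after seeing the data, 868 with DESeq2. It gave 47 genes called in the same direction against T1 and against T5. The cause of the moves between positions and in apical buds was not tested.

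In edgeR's test against a 2-fold change, the counts were 0 for the efficacy contrast (196 genes with an unadjusted p under 0.05), 0 for T1 vs. T3 (171), 1382 for T3 vs. T5 and 1681 for T1 vs. T5 in basal buds, 195 between positions at T1, 52 at T3 and 0 at T5 (214), and 0 for T1 vs. T3 (139) and 1517 for T3 vs. T5 in apical buds. DESeq2's test against a 2-fold change called 0 (113 with an unadjusted p under 0.05), 4, 1193 and 1434 DEGs in the basal contrasts. With an FDR of 0.05 and no limit on the fold change, the counts were 134 for the efficacy contrast, 3234, 12584 and 13009 for the basal time contrasts, 9245, 3820 and 1202 between positions, and 105 and 9911 in apical buds. For the efficacy contrast the lowest adjusted p was 0.0126 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that no gene could be called at an FDR of 0.01 whatever its change. The cause of the other moves was not tested.

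With all 18 libraries in 1 fit, 1803 DEGs were called between positions at T3, 229 between positions at T5 and 116 between T1 and T3 in apical buds. Without a filter on low counts, 96 were called between positions at T5. The cause was not tested. The share of variance on PC1 and PC2 together was 74.6% with a prior count of 1, 79.2% after the variance stabilizing transformation, 86.8% for the 2000 most variable genes and 66.3% with genes scaled to unit variance, against a spread of 0.826 between fits that left out 1 library. The cause was not tested.

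With each library left out in turn, the counts ranged from 0 to 2 for the efficacy contrast (9 fits, with 1822 to 4166 genes at an unadjusted p under 0.05), from 122 to 140 for T1 vs. T3, from 3097 to 3428 for T3 vs. T5 and from 3437 to 3812 for T1 vs. T5 in basal buds (6 fits each). Between positions they ranged from 937 to 1141 at T1, from 0 to 1215 at T3 and from 1 to 420 at T5. In apical buds they ranged from 0 to 20 for T1 vs. T3, where 2075 to 2251 genes had an unadjusted p under 0.05 in the fits with 0 calls, and from 3499 to 4083 for T3 vs. T5. For the difference between positions they ranged from 87 to 396 over 12 fits. Leaving out the apical T3 libraries gave shares of variance on PC1 and PC2 from 76.6% to 79.4%. The cause was not tested.

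The deviations of libraries from their group means had a mean correlation across genes of -0.0080 for the 45 pairs with the same replicate number and 0.0033 for the 90 pairs with different numbers. Apical and basal buds of a replicate come from the same shoots at a time point, and for these 9 pairs the mean was 0.037, against -0.019 for the 18 pairs of the same time point with different numbers. It was 0.074 at T1, -0.011 at T3 and 0.049 at T5. With the replicate number as a block, 0 DEGs were called for the efficacy contrast (2116 genes with an unadjusted p under 0.05), 145, 3284 and 3679 for the basal time contrasts, 1111, 97 and 119 between positions at T1, T3 and T5, 0 (2609) and 3630 in apical buds and 105 for the difference between positions. With the block set within each time point, an alternative chosen after seeing the data, 64 genes were called for the difference between positions. The cause was not tested.

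For the 52 results of single genes, 758 values were computed under an alternative. The limit for single genes was an FDR of 0.01 without the 2-fold limit. Direction and side of this limit were kept in 671, and 29 of these results changed in at least 1 alternative. In 59 the gene no longer passed the FDR limit, 27 of them in the tests against a 2-fold change and 25 with a library left out, in 17 it passed only in the alternative, and in 11 the sign changed. The sign changed only with a library left out and only for changes that did not pass the FDR limit in the reported fit or with that library left out. The log2 fold changes across those fits ranged from -0.31 to 0.19 for PpCEN, from -0.14 to 0.31 for PpTPS10, from -0.17 to 0.020 for PpTPS9 and from -0.17 to 0.041 for the thioredoxin gene between T1 and T3 in apical buds. They ranged from -0.049 to 0.16 for the thioredoxin gene between T3 and T5 in apical buds and from -0.11 to 0.077 for PpTPS10 between T1 and T3 in basal buds. The cause was not tested. With all 18 libraries in 1 fit, PpCEN, PpRSI-1 and PpTFL1, whose changes between T1 and T3 in basal buds were below 2-fold, no longer passed the FDR limit.

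The planned tests of gene sets were not run, because no table paired the gene identifiers with gene sets. Depth limits the genes at the floor, for which a fold is a lower bound, and the number of replicates limits all counts of DEGs.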

Differences from the paper's values

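For the efficacy contrast in basal buds, edgeR's quasi-likelihood test called 0 DEGs, with 3339 genes at an unadjusted p under 0.05, against the paper's 156, of which the paper gives 50 as up-regulated and 106 as down-regulated. Of the alternatives set before the data were examined, DESeq2 gave 157 DEGs, 50 higher and 107 lower at T3, which is within the paper's values in all 3 counts, and DESeq2 is the tool the paper's methods name. An FDR of 0.05 with no limit on the fold change gave 134 DEGs in total but 83 higher and 51 lower, so that it closed the gap for the total only. T3 against the average of T1 and T5 in a fit with 3 time points gave 814, of which 367 were higher and 447 lower, and calls in the same direction against T1 and against T5 gave 47, of which 18 were higher and 29 lower. The former called 49 of the paper's 50 and 100 of its 106 genes, and the latter 17 and 29 of them. The alternative with DESeq2 and 3 time points, chosen after seeing the data, gave 868. The remaining alternatives, which were the replicate block, edgeR's and DESeq2's tests against a 2-fold change, median-of-ratios scaling, both other filters and the fits with a library left out, gave between 0 and 2 DEGs and did not close the gap.

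For T1 vs. T3 in basal buds, 83 DEGs were higher at T1 against the paper's 126. DESeq2 gave 126, and a fit on only the 6 libraries compared gave 87, which is within 1.5 times the paper's number. The other alternatives set before the data were examined did not close the gap, with 82 under a filter of 0.5 CPM, 81 under median-of-ratios scaling, 79 with no filter, 73 with all 18 libraries, 63 with the replicate block, 40 to 68 with a library left out, 3 in DESeq2's and 0 in edgeR's test against a 2-fold change and 1470 with an FDR of 0.05 and no limit on the fold change. In edgeR's test against a 2-fold change, 171 genes had an unadjusted p under 0.05.

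In its section on qPCR, the paper describes PpGA2ox6 as stable from T1 to T3 in basal buds. Its RNA-Seq log2 fold change between T1 and T3 was -0.66, lower at T1, with an adjusted p of 0.0027 by edgeR's quasi-likelihood test. That p was under 0.01 in 3 of the 6 fits that left out a library and reached 0.0145. The same section describes both trehalose phosphate synthase genes as stable over this interval. By RNA-Seq, PpTPS9 had a log2 fold change of -0.39 in basal buds. Its adjusted p was 0.0019 by DESeq2 and 0.0121 by edgeR's quasi-likelihood test, the latter above the limit of 0.01. In the 6 edgeR fits that left out a library, the adjusted p was under 0.01 in 0 and reached 0.0517. The paper describes PpFT as mostly stable in basal buds by qPCR. Its RNA-Seq log2 fold change between T1 and T5 was -0.96, with an adjusted p of 0.0020 by edgeR's quasi-likelihood test. That p stayed under 0.01 in 4 of the 6 fits that left out a library, and it reached 0.0123. Also in the section on qPCR, the paper describes a decrease of PpCEN through the experiment in both types of buds. The RNA-Seq log2 fold changes in apical buds were -0.13 between T1 and T3 and 0.55 between T3 and T5. Their adjusted p were 0.80 and 0.15 by edgeR's quasi-likelihood test. Apical T1 was not tested against T5, where the means were 184 and 137 normalized counts. A decrease over the whole interval is therefore not ruled out.

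The legend of Fig. 5 gives the unit of the RNA-Seq values as RPKM, which is normalized for gene length. The normalized counts computed here, without any normalization for length, were 0.966 to 1.09 times the 33 RNA-Seq values of Fig. 5 read by eye.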

Other observations

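In this part, the tests of the position of apical T3 replicate 1 at T5 and on PC2, of the depth of apical T3 replicate 1 and apical T5 replicate 1, of the most counted genes and of the reference genes against the qPCR values were chosen only after the result was seen.

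DESeq2 called 157 DEGs in the efficacy contrast where edgeR called none, with 3339 genes at an unadjusted p under 0.05. A candidate explanation is that T1 and T5, which the contrast pools, differ from each other, so that the spread within the pooled group enters edgeR's estimate of the error. With T1 and T5 as separate time points, edgeR called 95.5% of the 156 genes of the paper's list, in line with this explanation. These genes had been chosen on the same libraries, and a fit with separate time points can also call a gene that differs at T5 alone. Calls by DESeq2 without a change at T3 were tested by simulating the 19304 tested genes. The change between T1 and T5 was kept, and T3 was set to the mean of T1 and T5. DESeq2 called a mean of 0 genes in 5 such simulations, and edgeR also called none. As the pooled group then has the same expected level as T3, this outcome was largely fixed by the setting. Genes with T3 near T1 and a change only at T5 were not simulated. Of the paper's 156 genes, 59 changed at least 2-fold against T5 alone, and this test does not cover such calls. With 200 genes changed at T3 by 2 on the log2 scale, DESeq2 called a mean of 187 and edgeR 154.4 of them, and with a smaller change, above 2-fold, these numbers were 157.2 and 106.8. The simulations do not show why edgeR called 0 genes in the real libraries.

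Other splits of the 9 basal libraries bear on this contrast. With edgeR, 27 of the 27 splits that part as many libraries with the same number gave at least as many DEGs, since the real number was 0, and setting T5 apart gave 3449. With DESeq2, 3 of the 27 splits gave as many as the real one. These were the real split, T5 apart with 3523 DEGs and T1 apart with 349, and no split that mixed the time points gave more than 6. The number of genes whose T3 libraries all lay outside the range of the T1 and T5 libraries was 2826, and 3 of the 27 splits gave as many, namely the real one, T5 apart with 11546 and T1 apart with 4209, while mixed splits gave at most 798. The share of these 27 splits is above 0.05 with DESeq2 and for the genes outside the range, while for edgeR it is fixed by the real number of 0. Among all 84 splits, without regard to replicate numbers, the same 3 were as large in both cases, a share below 0.05, and mixed splits gave at most 956 genes outside the range. With DESeq2 and for the genes outside the range, a number as large as that of T3 therefore arose only when a whole time point was set apart, and T3 had the fewest of the 3 time points.

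Apical T3 replicate 1, which the paper calls an outlier, had 1412 genes at least 2-fold below and 112 at least 2-fold above both other apical T3 libraries, out of 19754. For replicate 2 these numbers were 137 and 56, and for replicate 3 they were 27 and 49. Its depth of 40023062 counts lay within the range of the other libraries, and its 10 most counted genes held 4.25% of its counts, within the range of the others too. A mislabelled library is not a likely explanation, as its root mean square log2 difference was 0.648 from the mean of the other 2 libraries of its group and 0.758 from the next nearest group mean, that of apical T1. Buds from a more apical position could explain the deviation if it followed the difference between apical and basal buds at T1, but the correlation across genes was 0.175, below the limit of 0.2 set for this test. With the difference at T5 it was 0.212, and on the PC2 of a PCA made without this library it lay at -55.8, beyond the lowest of the other apical libraries at -36.1. A more apical position can therefore not be excluded, while depth, the most counted genes and mislabelling did not account for this library. No biological explanation was tested beyond position.

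Apical T5 replicate 1 lay near the basal T5 libraries. Its depth of 41764570 counts was within the range of the other libraries. It was 0.408 from the mean of the other 2 libraries of its group and 0.375 from that of the basal T5 group, in line with a mislabelled library by the rule set for this test. The rule is not specific, since it also places apical T3 replicates 2 and 3 nearer to apical T1 (0.359 and 0.353) than to the other libraries of their group (0.449 and 0.363), which include replicate 1. The correlations of apical T5 replicate 1 with the other apical T5 libraries over the 2000 most variable genes, 0.972 and 0.980, were above its highest correlation with a basal library, 0.971. A mix of apical and basal buds was fitted best by a basal share of 0.61, with a residual of 0.327. A mix cannot fit worse than all apical (0.409) or all basal (0.375) buds. Its residual was larger than the 0.274 to 0.307 by which basal T5 libraries differed from the mean of the others in their group, the range set for this test. It lay within the 0.316 to 0.350 by which apical T5 replicates 2 and 3 did so. The means used for these replicates include replicate 1, so that the apical range is not independent of the library tested. A simple mix did not meet the range set for this test, and the apical range cannot decide whether it is excluded. The residual for all basal buds was above both ranges, and these values do not settle whether the library was mislabelled. A late apical bud in a state near that of basal buds was not tested.

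The changes of the 11 genes of Fig. 5 from T3 to T5 were lower by qPCR, as read by eye, than by RNA-Seq for 11 of 11 genes, with a median difference of -0.77 on the log2 scale and a range from -1.20 to -0.028. A rise of the reference genes would lower all qPCR changes by the same amount, and the mean rise of TEF2 and UBQ10 was 1.31, in line with this explanation in direction but larger than the median difference. Adding it back moved the median to 0.55. From T1 to T3, where the mean change of the reference genes was -0.019, the median difference was -0.28 and 10 of 11 genes were lower, so that the reference genes do not account for all of it. The scaling of the RNA-Seq libraries did not account for it either, since the median from T3 to T5 was -0.63 with library-size scaling. A rise of the reference genes may therefore explain part of the lower qPCR changes, as a hypothesis drawn from the same libraries.

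PpAP1 (PRUPE_1G290600), which the paper measured by qPCR in buds sampled later in the summer, was close to the lower end of the counts in the untreated buds of the RNA-Seq. In basal buds it had 16.0 ± 1.89 normalized counts at T1, 11.7 ± 6.38 at T3 and 13.6 ± 9.11 at T5 (SD, n = 3). In apical buds it had 12.6 ± 4.22, 19.0 ± 2.36 and 30.6 ± 3.31, and every T5 library was above every T1 and T3 library. Its apical log2 fold changes were -0.63 between T1 and T3 (adjusted p = 0.27) and -0.65 between T3 and T5 (adjusted p = 0.073). Neither passed the limit of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.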
